# Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season

**DOI:** 10.1186/s12864-020-6726-6

**Published:** 2020-04-29

**Authors:** Rui Xiong, Chengli Liu, Min Xu, Shuang-shuang Wei, Jia-quan Huang, Hua Tang

**Keywords:** Pitaya, Supplementary lighting-induced flowering, de novo RNA-Seq analysis, Differentially expressed genes, qRT-PCR

## Abstract

**Background:**

Pitayas are currently attracting considerable interest as a tropical fruit with numerous health benefits. However, as a long-day plant, pitaya plants cannot flower in the winter season from November to April in Hainan, China. To harvest pitayas with high economic value in the winter season, it is necessary to provide supplementary lighting at night to induce flowering. To further explore the molecular regulating mechanisms of flower induction in pitaya plants exposed to supplementary lighting, we used de novo RNA sequencing-based transcriptomic analysis for four stages of pitaya plants subjected to light induction.

**Results:**

We assembled 68,113 unigenes in total, comprising 29,782 unigenes with functional annotations in the NR database, 20,716 annotations in SwissProt, 18,088 annotations in KOG, and 11,059 annotations in KEGG. Comparisons between different samples revealed different numbers of significantly differentially expressed genes (DEGs). A number of DEGs involved in energy metabolism-related processes and plant hormone signaling were detected. Moreover, we identified many *CONSTANS-LIKE*, *FLOWERING LOCUS T*, and other DEGs involved in the direct regulation of flowering including *CDF* and *TCP*, which function as typical transcription factor genes in the flowering process. At the transcriptomic level, we verified 13 DEGs with different functions in the time-course response to light-induced flowering by quantitative reverse-transcription PCR analysis.

**Conclusions:**

The identified DEGs may include some key genes controlling the pitaya floral-induction network, the flower induction and development is very complicated, and it involves photoperiod perception and different phytohormone signaling. These findings will increase our understanding to the molecular mechanism of floral regulation of long-day pitaya plants in short-day winter season induced by supplementary lighting.

## Background

The pitaya plant (*Hylocereus polyrhizus* Britton & Rose) belongs to the Cactaceae family, genus *Hylocereus*, and is a long-day and diploid tropical plant. At present, the academic community generally believes that it originated in southern Mexico. Nowadays, it is geographically widespread, occurring in Israel, China, and Southeast Asia [1]. The earliest report on pitayas was published in the *General and Natural History of the Indies* in 1535, and clearly records that this fruit may be edible [2]. The stem of the pitaya plant, with its waxy surface, can store a large amount of water. Its leaves have metamorphosed into thorns as a result of long-term environmental stresses. Furthermore, crassulacean acid metabolism (CAM) carbon assimilation allows the pitaya plant to endure extreme environments [3]. The fruits are prized for not only their fine appearance and striking colors but also the potentially beneficial effects of *H. polyrhizus* fruit betacyanins on high-fat-associated human diseases [4]. A number of studies have been undertaken to ascertain the nutritional value of pitayas, revealing that they are a rich source of organic acids, sugars, polyphenols, vitamin C [5], and antioxidants [6].

When the plant has passed from the juvenile to the adult phase and from the vegetative to the reproductive stage, it can be induced to flower. The pitaya flower is spectacular, as it elongates at dusk and blooms at night, and then withers after pollination in the daytime. The pitaya plant is a long-day plant. In the northern hemisphere, pitaya flowers bloom from May to the end of October [7]. However, pitaya plants cannot flower in the winter season from November to April in Hainan, China, owing to the short-day conditions. To harvest pitayas with high economic value in the winter season, supplementary lighting must be provided at night to induce flowering. To produce pitayas in the short-day winter season, it is necessary to supply sufficient light time to promote flowering [8]. Supplementary lighting is a useful and proven technology for farmers to produce enough pitayas to meet consumer demand.

Flowering is regulated by an integrated network of biochemical and genetic pathways, such as the photoperiod pathway, vernalization pathway, gibberellic acid (GA) pathway, and autonomous pathway. Various input signals activate the signal transduction pathways that control flowering time. The photoperiod pathway refers to the response to day length and light quality and has been demonstrated to play a crucial role in controlling flowering in *Arabidopsis* [9]. In the presence of light, *CONSTANS* (*CO*) has been proven to be a key regulator of flower promotion through the activation of *FLOWERING LOCUS T* (*FT*) and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*) under long-day conditions [10]. Subsequently, FT associates with FLOWERING LOCUS D (FD), and the FT–FD complex promotes expression of the downstream floral meristem identity genes, such as *APETALA1* (*AP1*) and *LEAFY* (*LFY*), to induce flowering [11]. In *Arabidopsis*, plant hormone signaling (via GA, jasmonic acid (JA), and auxins, etc.) is required for floral induction. Furthermore, GA directly promotes *SOC1* and *LFY* expression and increases the level of *SOC1* mRNA, which in turn activates the downstream genes *LFY* and *AP1* to induce flowering [12]. One study found that tomato plants with *jai1*–*1* mutants exhibit delayed flower opening, indicating that JA acts as a positive regulator of flowering [13]. In addition, indole-3-acetic acid (IAA) is likely to be involved in the mechanism that controls the growth of the male gametophyte to the egg cell in the ovule, demonstrating that auxins are a major controlling signal that synchronize flower development in *Arabidopsis* [14].

The phenomenon of flowering is an important developmental process for higher plants. Flowering plays important roles in the plant growth cycle, especially in the transition from vegetative growth to reproductive development. To date, there have been few studies related to the molecular and genetic mechanisms of flowering in pitaya plants. It is an interesting thing to investigate the kind of supplement light which can able to promote pitaya flowering. In this study, we conducted a light supplementation experiment to induce flower bud differentiation in the short-day winter season. Four different stages of flower development in pitaya plants were sampled for high-throughput transcriptome sequencing and comparative analysis to screen out differentially expressed genes (DEGs) related to flower induction. It is beneficial to explore the genes related to flower induction and explore the molecular mechanism of flowering in pitaya plants, a unique long-day CAM plant.

## Results

### Flowering induction of pitaya by supplementary light treatment in the winter season

Our flowering induction experiment results demonstrate that sufficient supplementary light can induce flowering in pitaya plants if the minimum air temperature is ≥15 °C. In this experiment, NL represented the control group (no light, no flowering) (Fig. 1a), L0 represented no flowering in the light-treated group (Fig. 1b), L1 represented the flower bud stage in the light-treated group (Fig. 1c), and L2 represented 1 week after the bud stage in the light-treated group (Fig. 1d). Approximately 20–25 days after the buds appeared, the pitaya flowers were in full bloom at night (Fig. 1e), signifying the success of this flower induction system with respect to pitaya production in the winter season.

**Fig. 1:**
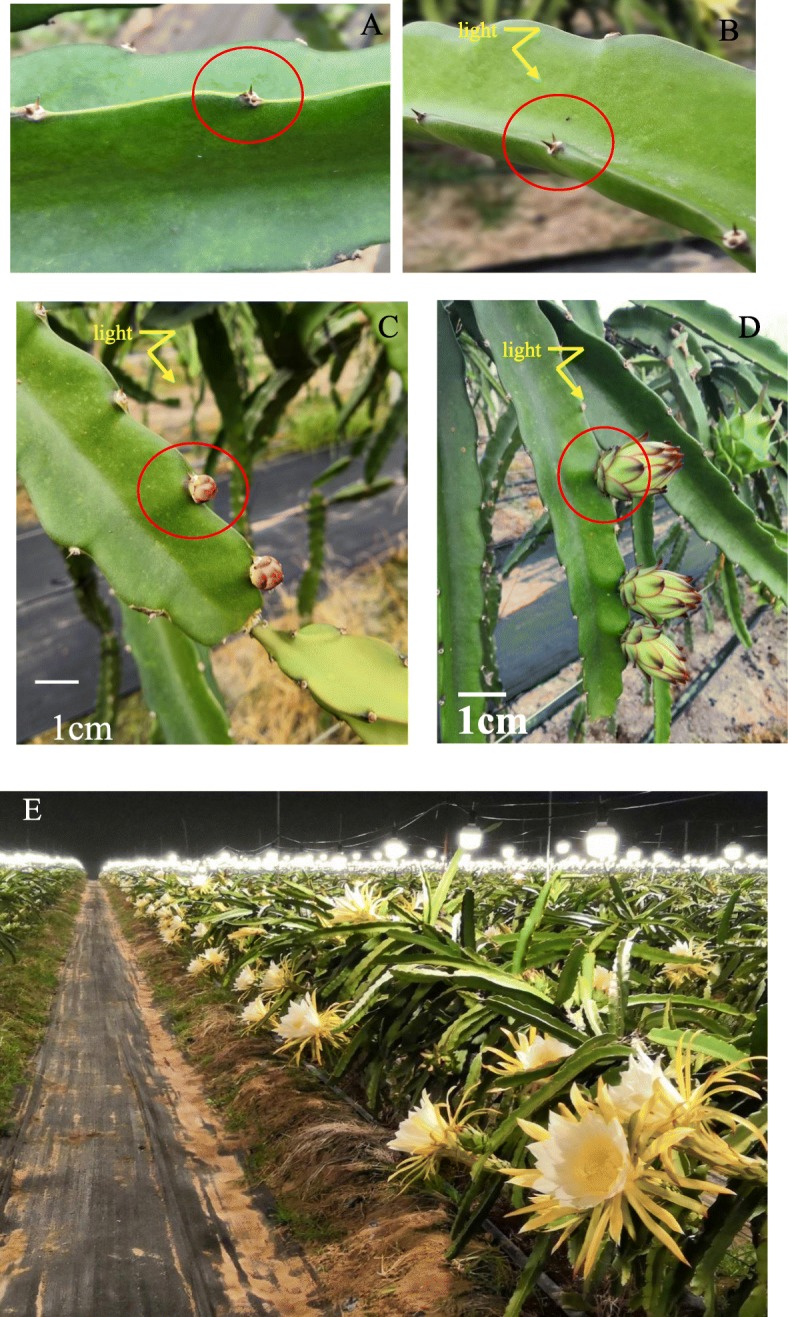
Supplementary light experiment. **a** NL represents the control group (no light, no flowering); **b** L0 represents the no-flowering stage in the light-treated group; **c** L1 represents the flower bud stage under light treatment; **d** L2 represents one-week post-bud stage under light treatment; **e** flowering of pitaya plants induced by light treatment in the winter season. The red cycle indicated the sampling position on plant

### Sequencing, de novo assembly, and annotation

To elucidate the underlying molecular events involved in light-induced flowering, we sent pitaya plant samples from the NL, L0, L1, and L2 stages to the Gene Denovo Biotechnology Co. (Guangzhou, China) for de novo assembly of RNA-Seq data. More than 39 Gb of raw data reads were retrieved. The numbers of high-quality clean reads in different samples were showed as Supplementary Fig. S1. These findings indicate that the proportion of high-quality clean reads after filtration of each sample was relatively high, signifying that the sequencing quality was good. The de novo assembly resulted in a total of 60,580,077 bases, but only 68,113 unigenes (not less than 200 nt) had an N50 of 1730 nt (Table 1).

**Table 1:** Results of assembly

Gene number	GC percentage	N50	Max length	Min length	Average length	Total assembled bases
68,113	41.96	1730	36,165	201	889	60,580,077

The average length of our assembly was 889 nt, of which the maximum length of a unigene was 36,165 nt, the minimum length was 201 nt, and the GC (guanine-cytosine) percentage was 41.96%. Supplementary S2 presents the size distribution of the unigenes. To search for homologous sequences, annotation analysis was performed on the unigenes using four public databases: KOG, KEGG, SwissProt, and NR. In total, 29,959 unigenes (after removing duplicates) were found in at least one of these databases (Table 2). There were 29,782 unigenes with functional annotations in the NR database, 20,716 annotations in SwissProt, 18,088 annotations in KOG, and 11,059 annotations in KEGG. We also observed that 8618 unigenes were annotated by all four major databases (Fig. 2). Moreover, we found only 6220, 75, 33, and 32 unique annotations in the NR, SwissProt, KOG, and KEGG databases, respectively.

**Table 2:** Results of annotations in four databases

Total unigenes	NR	SwissProt	KOG	KEGG	Genes with annotation	Genes without annotation
68,113	29,782	20,716	18,088	11,059	29,959	38,164

**Fig. 2:**
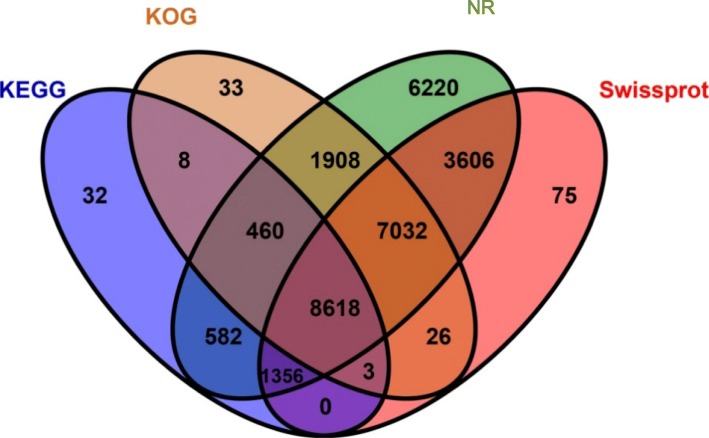
Venn diagram of the four database annotations

### Global analysis of differential expression profiling

The abundance of each gene was determined by counting reads per kilobase per million reads (RPKM) to infer the expression level. Therefore, this method could be used to directly compare the differences in gene expression among the samples. 

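The data examined here are those of 6 libraries, 3 of the NL stage, which received no supplementary light, and 3 of the L2 stage, taken 1 week after the bud stage under 5 h of light per night. According to the paper, each of the 3 biological replicates of a stage mixed 4 plants. The authors deposited, for the comparison of NL and L2, an RPKM value for each library, the mean read count of each stage, the log2 ratio of the mean RPKM values, and the p-value and FDR of their own test. Their table lists the 11051 genes that they called differentially expressed. The thresholds were an FDR of at most 0.05 and an absolute log2 ratio of at least 1. Genes that missed a threshold are outside it, so being unlisted does not show that a gene was unchanged between NL and L2. The libraries of L0 and L1 were not analysed here. NL and L2 differ at once in supplementary light and in bud development. A change between them therefore cannot be assigned to either alone. The RPKM values and the mean counts together gave back the number of reads behind each value, and all of the 59302 values above 0 came out as whole reads within a tolerance of 0.05. The total per library was 3860701 to 5269237 reads in NL (median 4532055) and 5803177 to 7533457 reads in L2 (median 5808774). The listed genes took 46.0% to 48.6% of the reads in NL and 43.9% to 44.2% in L2. On a unigene of 1 kb, 1 read equalled 0.190 to 0.259 RPKM in NL and 0.133 to 0.172 RPKM in L2. No reads were counted in any NL library for 889 genes and in any L2 library for 437 genes. For such a gene the fold is given as a lower bound against a floor of 3 reads over the 3 libraries of the stage, and with 1 to 3 reads it is given with a 95% exact interval. These floors and intervals cover counting error only. Gene names are the annotations in the authors' table, which come from matches to other species, and genes with the same annotation are uncertain where reads fitted more than 1 unigene.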

The correlation between the gene expression levels among the samples was a key criterion in determining whether the experiments were reliable and whether the samples chosen were suitable. If one sample had a high degree of similarity to another, the correlation between them would be very close to 1. We calculated the correlation values between samples based on the RPKM results. According to the standard recommended by the Encyclopedia of DNA Elements (ENCODE) project [15], the square of the correlation value should be ≥0.92 (under ideal experimental conditions and with suitable samples).

The heatmap of correlations for these samples is presented in Fig. 3. 

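Across the DEGs listed for NL and L2, Pearson's r of the RPKM values was 0.996 between NL replicates 1 and 2, 0.994 between replicates 1 and 3, and 0.993 between replicates 2 and 3. They cover the listed DEGs and not the whole assembly. Genes are not independent replicates, so no p-value was computed for these correlations. The 10 genes of the highest mean RPKM held 74.9% to 75.4% of the variance of RPKM in the NL libraries. With Spearman's rho in place of Pearson's r, the setting that moved it most, the lowest correlation between NL libraries was 0.926.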

From the figure, we can see that the correlation between the three repetitions for the NL stage was above 0.98, and that between the three repetitions for the L0 stage was above 0.96. Similarly, the correlations between the three repetitions for the L1 and L2 stages were above 0.99 and 0.97, respectively, signifying that the levels of expression between all biological replicates were highly correlated. Conversely, we found a low level of correlation between the different samples, indicating that the differences between the four samples were significant.

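In the same DEGs, Pearson's r was 0.984 between L2 replicates 1 and 2, 0.994 between replicates 1 and 3, and 0.991 between replicates 2 and 3. The 10 most abundant genes held 91.4% to 96.6% of the variance of RPKM in the L2 libraries, more than in NL. Without these genes the lowest r between L2 libraries was 0.924. On the scale of log2(RPKM + 1) the lowest r was 0.938 in L2 and 0.947 in NL.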

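Between an NL and an L2 library, Pearson's r across the listed DEGs ranged from 0.182 to 0.248 over 9 pairs, with a median of 0.225. Each of these pairs lay below every pair of replicates. On the scale of log2(RPKM + 1) the highest of them rose to 0.520. The list holds genes called because they differed between NL and L2, which by its construction lowers the correlation between these stages. From the low correlation between stages, the paper reasons that the samples differed.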

**Fig. 3:**
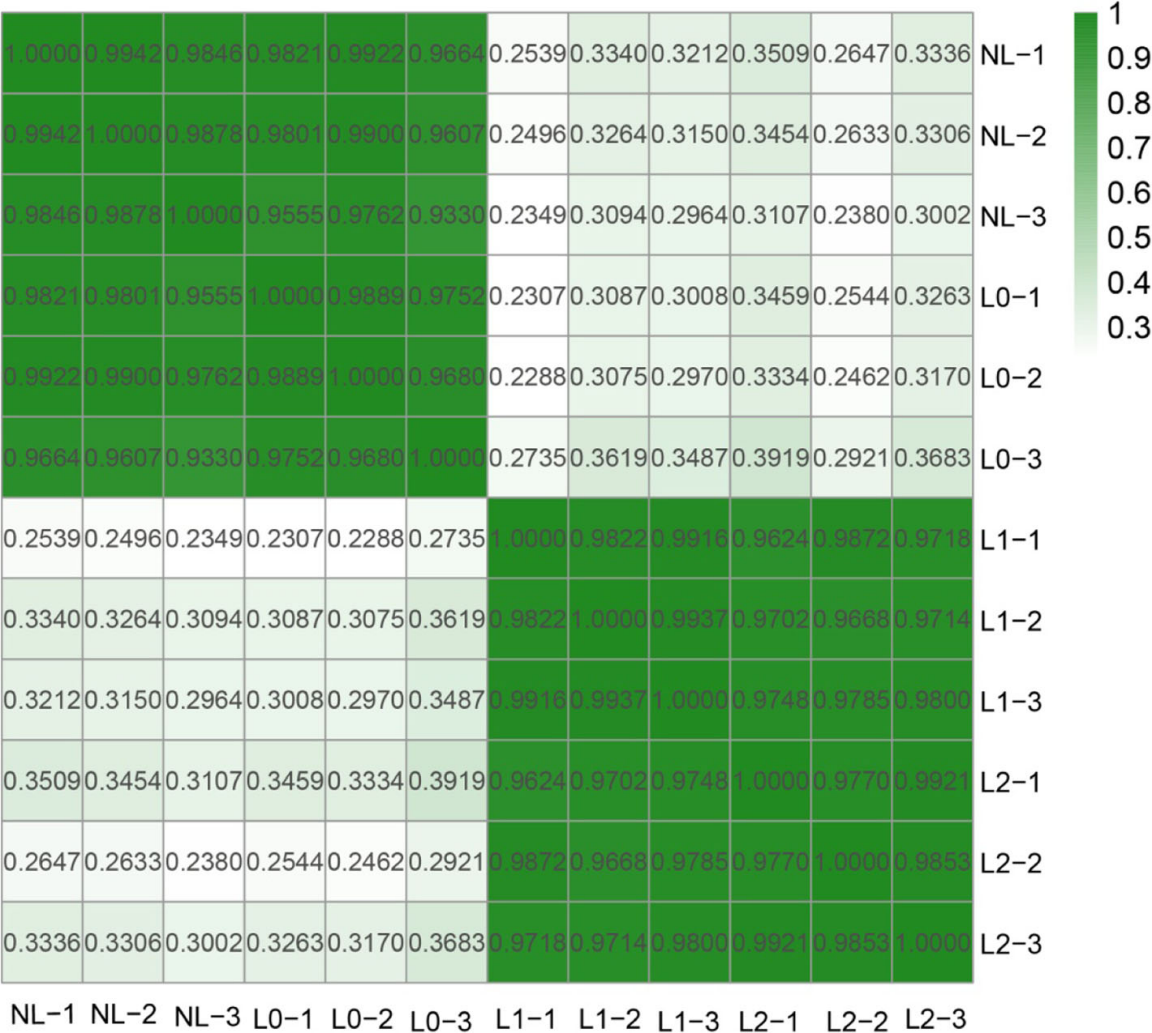
Relationship analysis of the samples. NL: control group (no light, no flowering); L0: stage of no flowering under light treatment; L1: flower bud stage under light treatment; L2: one-week post-bud stage under light treatment

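In the authors' deposited table, 7010 of the listed genes (63.4%) were up-regulated and 4041 were down-regulated in L2 compared with NL, and these numbers match those printed in Fig. 4. All of them had an FDR of at most 0.05 and an absolute log2 ratio of at least 1. The median log2 ratio of mean RPKM was 2.29 for the up-regulated genes and -2.35 for the down-regulated genes. A mean RPKM of at least 1 in both stages was found for 6909 genes, of which 4290 were up-regulated and 2619 were down-regulated. Among the 2513 genes without an annotation 50.8% were up-regulated, and among the 8538 annotated genes 67.2%. Of the settings chosen before the data were examined, an absolute log2 ratio of at least 2 reduced the numbers most, to 4057 up-regulated and 2468 down-regulated genes.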

In the present study, comparisons between different samples resulted in different numbers of DEGs (Fig. 4). When NL and L0 were compared, we found only 51 up-regulated genes and 88 down-regulated genes, totaling 139 DEGs. A total of 12,352 DEGs were obtained when we compared NL and L1, of which 8640 genes were up-regulated and 3712 genes were down-regulated. Thus, compared with the NL sample, the number of DEGs in the L1 sample was approximately nine times that in the L0 sample, of which the number of up-regulated genes in the L1 sample was 169 times that in the L0 sample and the number of down-regulated genes in the L1 sample was 41 times that in the L0 sample. 

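The libraries of NL and L2 were also compared gene by gene with limma on log2(RPKM + 0.1), with a two-sided moderated test and Benjamini-Hochberg adjustment. Of the listed genes, 10974 had an adjusted p of at most 0.05, of which 6967 were higher and 4007 were lower in L2. This adjusted p covers genes that the authors had already called on the same libraries, so it is not independent evidence for their calls. In 10781 genes (97.6%) the libraries of the 2 stages did not overlap, where chance gives 10% of genes for 3 libraries against 3. As the genes were called on these libraries, that share is no measure of chance for them. With edgeR's quasi-likelihood test and TMM factors on the recovered reads, 8309 genes passed, of which 4268 were higher and 4041 were lower in L2. DESeq2 with its own size factors passed 6800 genes, of which 2779 were higher and 4021 were lower in L2. Both sets of factors assume that most tested genes are unchanged, which a list of called genes does not meet. Per read of the library total they were larger in L2 than in NL by 0.85 and 1.08 on the log2 scale. They thus lower every log2 ratio of L2 to NL, so a rise that fails under them may fail through the factors alone. The genes outside the list took 53.1% of the reads in NL and 56.0% in L2.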

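Among annotated genes with a mean RPKM of at least 1 in both stages, the largest rise in the log2 ratio of mean RPKM was that of Unigene0050172, annotated as an uncharacterized protein. Its RPKM rose from 1.88 ± 1.01 (SD, n = 3) in NL to 525 ± 198 (SD, n = 3) in L2, a log2 change of 8.10 (standard error 0.41, adjusted p = 2.94e-05 from limma). It was followed by Unigene0030944 (tyrosine/DOPA decarboxylase 1), Unigene0028999 (ribosome-inactivating protein 2), Unigene0000246 (BnaCnng47390D) and Unigene0000247 (petal death protein), with log2 changes in limma of 7.57, 7.76, 8.36 and 7.56. The sizes depend on single NL libraries. Without NL replicate 2 those of Unigene0028999, Unigene0000246 and Unigene0000247 were 8.69, 9.66 and 8.48, and without NL replicate 3 those of Unigene0028999 and Unigene0000246 were 7.15 and 6.82. The largest fall was that of Unigene0025073 (haloacid dehalogenase-like hydrolase domain-containing protein 3), from 138 ± 80.6 (SD, n = 3) in NL to 1.49 ± 1.12 (SD, n = 3) in L2, a log2 change of -6.51 (standard error 0.56, adjusted p = 6.16e-05 from limma). The genes Unigene0000677 (phosphoenolpyruvate carboxylase), Unigene0032583 (ferredoxin I precursor), Unigene0027960 (transcription repressor OFP1) and Unigene0040045 (heat shock protein 83-like) followed, with log2 changes of -5.65, -5.58, -5.44 and -5.16. The annotated genes with the highest RPKM in NL were Unigene0037309 (late embryogenesis abundant protein) at 8345 ± 679 (SD, n = 3), Unigene0047826 (mitochondrial uncoupling protein 5) at 8307 ± 773 and Unigene0009965 (polyubiquitin-A) at 3522 ± 31.1. Each of these genes passed an adjusted p of 0.05 in limma and under each alternative setting, in the same direction.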

Similar results were found in other comparisons of the groups.

**Fig. 4:**
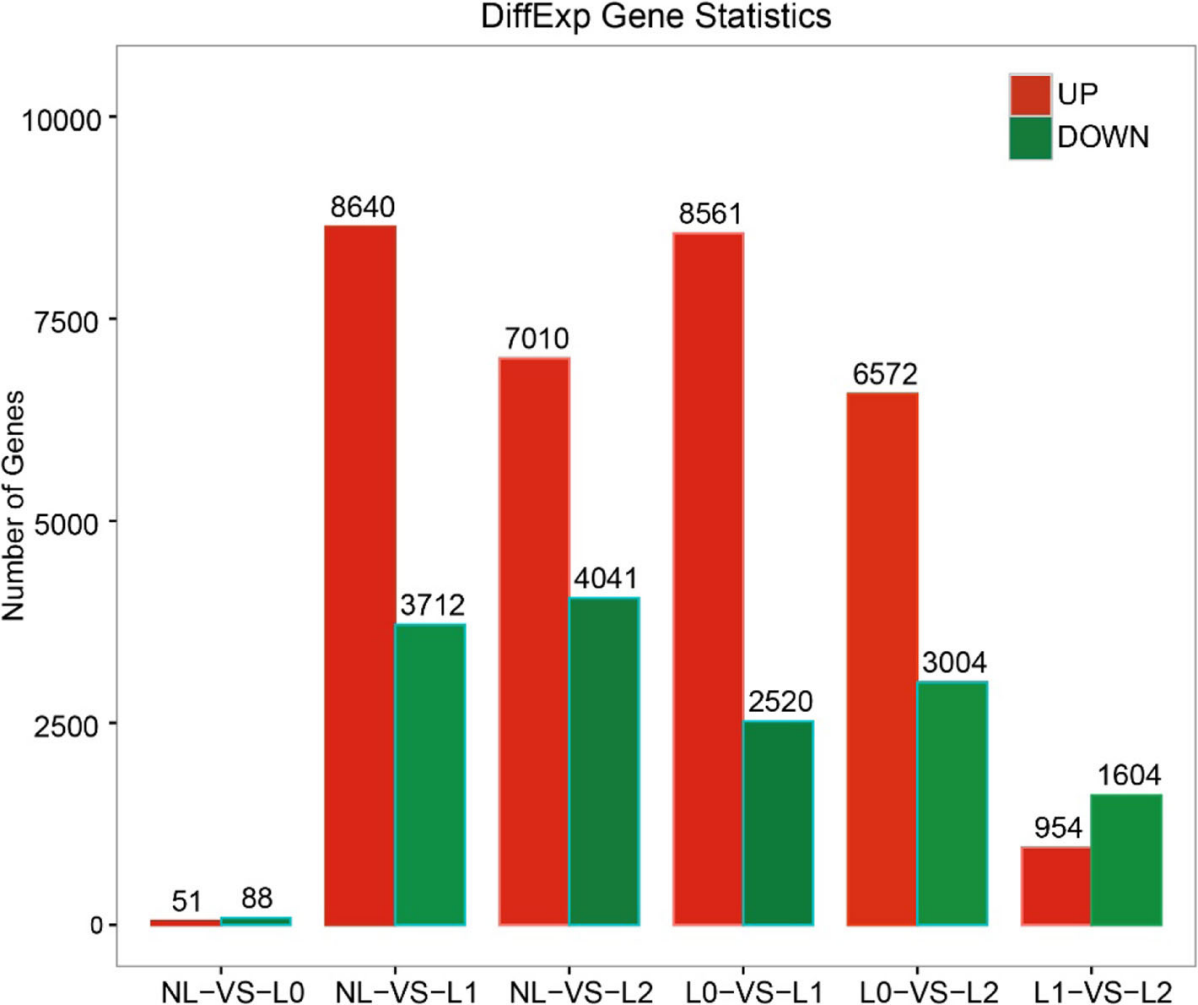
Gene statistics for DEGs in different samples. NL: control group (no light, no flowering); L0: stage of no flowering under light treatment; L1: flower bud stage under light treatment; L2: one-week post-bud stage under light treatment

Gene ontology (GO) functional enrichment analysis was applied in our subsequent experiment to annotate the expression patterns of the DEGs to the selected GO terms: molecular function, cellular component, and biological process. As a single gene often has multiple different functions, the same gene could appear under different terms, and each histogram could be statistically independent of any other.

In our study, 50 GO terms relating to molecular function, 30 GO terms relating to cellular component, and 158 GO terms relating to biological process were enriched in the L0 stage, compared with the NL stage, after light treatment (Supplementary file S3, S4, S5). Under the same light treatment, DEGs associated with the L1 stage were enriched by 399, 162, and 1042 GO terms relating to molecular function, cellular component, and biological process, respectively (Supplementary file S6, S7, S8). Moreover, findings regarding the GO analysis of other groups were similar to those described above. Most notably, we found that the main enriched terms of all groups were the same, regardless of ontologies. In particular, “cellular component” was mainly related to the cell part, membrane, and organelle; “molecular function” was mainly related to binding, catalytic activity, and transport activity; and “biological process” was mainly related to cellular, metabolic, and single-organism transport, suggesting that DEGs primarily enriched in those terms may be associated with the induction of pitaya blossoms.

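Of the DEGs listed for NL and L2, 1575 (14.3%) carried a GO term. Among the 645 genes with a cellular component, 440 (68.2%) were assigned to cell part, 317 to organelle and 290 to membrane. Among the 1193 genes with a molecular function, 959 (80.4%) were assigned to catalytic activity, 557 to binding and 101 to transporter activity. Among the 1193 genes with a biological process, 908 (76.1%) were assigned to metabolic process, 765 to cellular process and 610 to single-organism process. The up-regulated share was 63.2% for cell part, 62.5% for organelle and 73.1% for membrane. No enrichment was tested, because the background of expressed genes that were not called is outside the table. The paper proposes that DEGs of these terms are associated with the induction of pitaya blossoms.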

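A KEGG pathway was given for 1908 (17.3%) of the DEGs listed for NL and L2, and 63 pathways held at least 20 of them. None of the 22 genes of photosynthesis - antenna proteins was up-regulated in L2. In photosynthesis 3 of 49 genes (6.12%) and in carbon fixation in photosynthetic organisms 11 of 74 genes (14.9%) were up-regulated. In plant hormone signal transduction 73 of 100 genes were up-regulated, and the same numbers were found in starch and sucrose metabolism (95% Wilson interval 63.6% to 80.7%). In phenylpropanoid biosynthesis 55 of 62 genes (88.7%) and in ribosome 118 of 149 genes (79.2%) were up-regulated. With DESeq2's size factors, under which 293 of the listed genes changed sign, the up-regulated share in ribosome was 64.4%, and the count in the other pathways of this paragraph differed by at most 1 gene. The up-regulated genes were the minority in 14 of the 63 pathways, and in 18 with these factors. With an absolute log2 ratio of at least 2, 29 pathways held enough genes, and the up-regulated genes were the minority in 10 of them. Ribosome was among these, with 47.8% up-regulated. The shares describe the listed DEGs and carry no p-value.

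**Figure D1:**
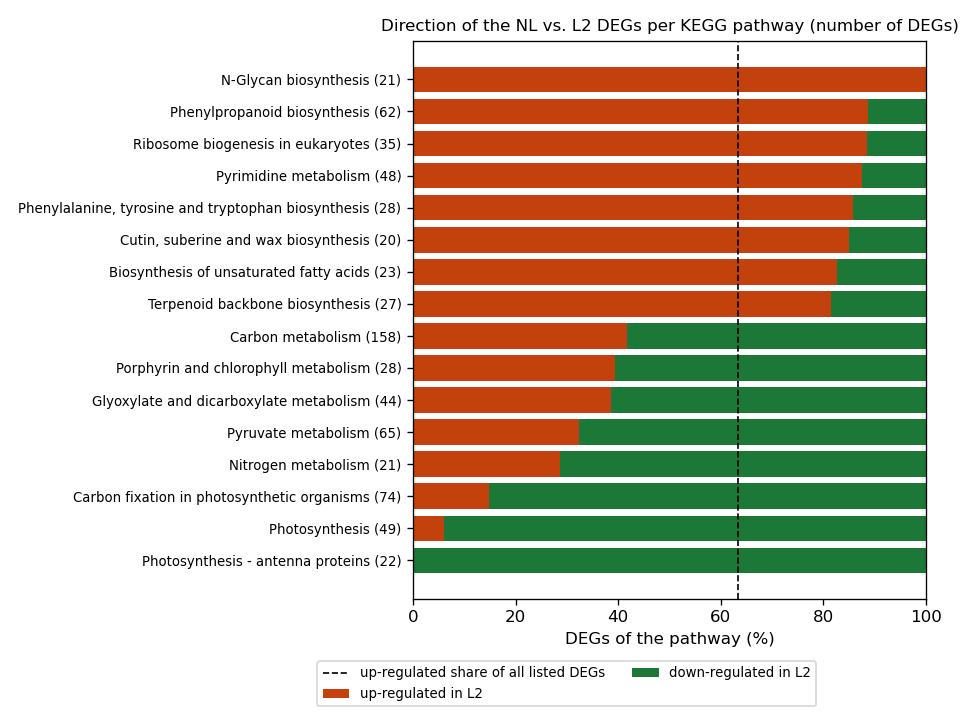
Share of up-regulated (left part of each bar) and down-regulated genes (right part) among the DEGs of NL and L2, in percent, for the KEGG pathways with the lowest and the highest up-regulated shares, apart from circadian rhythm. The number of DEGs stands in brackets, and the dashed line marks the up-regulated share of all listed DEGs. Photosynthesis - antenna proteins has no up-regulated gene, and in N-glycan biosynthesis all 21 genes are up-regulated, or 19 of them with DESeq2's size factors.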

To further investigate the gene expression profiles, we performed KEGG pathway analysis to determine some of the DEGs involved in important biochemical, metabolic, and signal transduction pathways during the light-induced flowering of pitaya plants. For example, two auxin response factors (unigene0028447 and unigene0002811) were up-regulated, two genes related to JA (unigene0030164 and unigene0033693) were up-regulated, and five genes related to starch and sucrose metabolism (unigene0052631, unigene0036015, unigene0040385, unigene0041472, and unigene0035017) were also up-regulated.

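In L2, Unigene0002811 (auxin response factor 7) rose from 15.6 ± 1.11 (SD, n = 3) in NL to 47.7 ± 12.7 (SD, n = 3) in L2, a log2 change of 1.57 (standard error 0.22, adjusted p = 3.72e-04 from limma). Unigene0028447, the other auxin response factor, was not listed for NL and L2. The RPKM of Unigene0030164 (transcription factor MYC2) was 12.3 ± 1.27 (SD, n = 3) in NL and 52.4 ± 12.4 in L2, with a log2 change of 2.06 (standard error 0.21, adjusted p = 1.02e-04 from limma). Unigene0033693 was not listed. Of the genes related to starch and sucrose metabolism, Unigene0036015, Unigene0040385, Unigene0041472 and Unigene0035017 are annotated as trehalose-phosphate synthases. Their log2 changes in limma were 1.51, 1.51, 2.79 and 1.20, with adjusted p values of 0.004, 0.00182, 0.00236 and 0.00183. With DESeq2's size factors Unigene0036015, Unigene0040385 and Unigene0035017 no longer passed, and Unigene0035017 did not pass with TMM factors either. Unigene0052631 was not listed for NL and L2.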

### Energy-related genes in the process of flowering induction

During our investigation of the light-induced flowering of pitaya plants, we focused on the DEGs in the NL, L0, and L1 stages. Before a plant flowers, essential organic nutrients accumulate to accommodate the large consumption of nutrients during flowering. Soluble sugars and soluble proteins are important nutrients that are closely associated with plant flowering. Large increases in ATP concentration initiated by changes in environmental conditions, especially different forms of light treatment, have been observed [16].

Our analysis revealed that two genes, unigene0046195 (beta-glucosidase BoGH3B-like) and unigene0014135 (ATP synthase), both associated with the Krebs cycle of glucose metabolism, were up-regulated in the L0 stage compared with the NL stage. Moreover, the expression levels of eight genes (unigene0006689, unigene0031088, unigene0044754, unigene0009228, unigene0045801, unigene0047216, unigene0050048, and unigene0053090) involved in sucrose synthesis were all increased in the L1 stage, three of which were up-regulated in the L1 stage compared with the L0 stage. These findings related to energy metabolism demonstrate that large amounts of sucrose are needed as an energy supply during the flowering process.

### Plant hormone and signal transduction related genes

Three types of phytohormones—auxins, JA, and brassinosteroids (BRs)—have been individually connected to floral timing, although they have not been extensively studied. These hormones can be transported as signal molecules in plants, producing signal transduction cascades that direct a series of metabolic activities.

Genetic evidence has revealed that the polar transport of auxins in *Arabidopsis* controls flower formation and differentiation [17]. Genes regulating floral organ development and gynoecium vascularization have been discovered, indicating the probable involvement of auxins in flower development. In the present study (Fig. 5a and Supplementary file S9), we found an auxin-related gene (unigene0029163) that was significantly down-regulated in L0 compared with NL. Twenty-three genes were significantly expressed in L1, of which two genes (unigene0027380 and unigene0030569) were down-regulated and 21 genes were up-regulated.

**Fig. 5:**
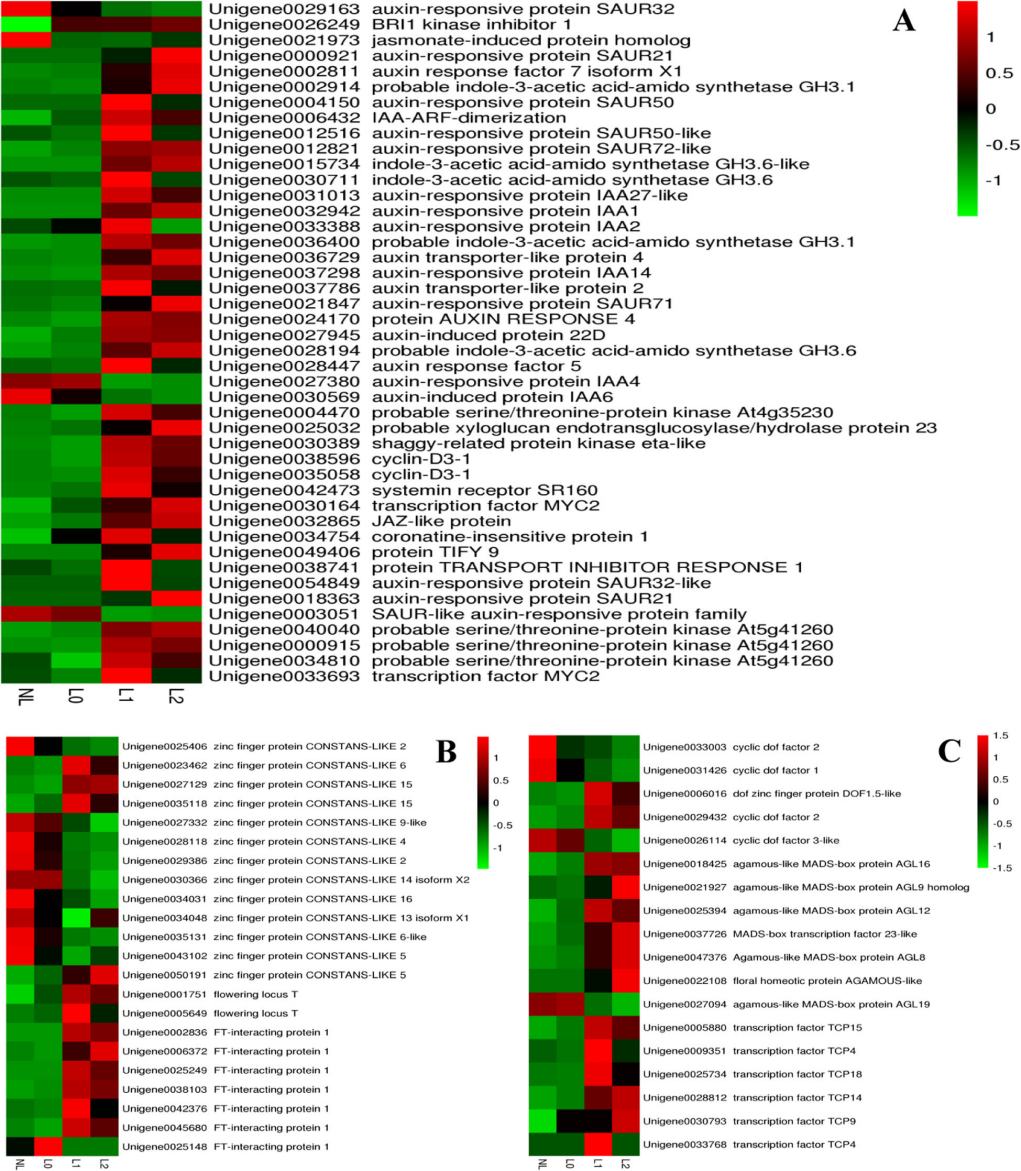
Heatmap of the DEGs associated with various plant hormones(**a**), *CO* and *FT*(**b**), main TFs involved pitaya flowering(**c**).. NL: control group (no light, no flowering); L0: stage of no flowering under light treatment; L1: flower bud stage under light treatment; L2: one-week post-bud stage under light treatment

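Of the 87 genes of Fig. 5, which are those of Supplementary files S9 to S11, 64 were listed as DEGs of NL and L2. In 63 of them the direction in L2 against NL was that given in these files, and the exception was Unigene0050191. The L1 value printed for Unigene0050191 equals the mean of the NL libraries, so its printed direction is uncertain. Some genes are given for more than 1 comparison in the files, and each was counted once. Of the 64, 51 were counted for L1 against NL, 3 for L0 against NL and 10 for L1 against L0, so the baseline differs for these 10. The other comparisons share the 3 NL libraries with that of L2, and the genes were called in both, so the shared direction is not independent evidence. Of the 47 hormone-related genes of panel a, 33 were listed, of which 28 were up-regulated and 5 were down-regulated. With 3 genes without reads in NL entered at the floor, the log2 ratios of the up-regulated genes ranged from 1.36 to 5.25 with a median of 3.44, and those of the down-regulated genes from -4.07 to -1.52. In panel b, 10 of 13 CONSTANS-LIKE genes and 7 of 9 genes grouped with FT were listed. Across panel b, the log2 ratios ranged from 1.01 to 4.33 in 10 up-regulated genes, of which 2 had no reads in NL, and from -5.27 to -1.91 in 7 down-regulated genes. In panel c, 14 of 18 genes were listed, 4 of them as CDF, 6 as MADS-box and 4 as TCP genes. The log2 ratios were 1.74 to 4.87 in 10 up-regulated and -4.51 to -1.67 in 4 down-regulated genes of panel c. All 64 genes had an adjusted p of at most 0.05 in limma, but 9 of them did not pass in edgeR with TMM and 12 did not in DESeq2, where Unigene0001751 reversed as well. With a mean RPKM of at least 1 required in both stages, the setting that reduced the number most, 38 genes were left, of which 37 changed in that direction.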

A previous study reported that the flowering of the BR biosynthesis-deficient *det2* mutant of *Arabidopsis thaliana* is delayed by at least ten days compared with the wild type; the level of endogenous BR was 10% lower than that of the wild type [18]. Compared with NL, only one up-regulated gene was detected in L0 (unigene0026249), whereas six up-regulated DEGs (unigene0004470, unigene0025032, unigene0030389, unigene0038596, unigene0035058, and unigene0042473) were observed in L1. Furthermore, compared with L0, eight up-regulated genes involved in the BR metabolism pathway were observed in L1.

*In general,* JA is known to activate transcription factors (TFs) that trigger a large-scale response to various abiotic and biotic stresses, and it also plays an important role in regulating flower opening. Jasmonate-ZIM domain (JAZ) proteins have been shown to regulate the levels of JA to counteract flower abscission in *Nicotiana attenuata* plants [19]. In the present study, we found one gene that was down-regulated (unigene0021973) in L0 and four genes that were up-regulated (unigene0030164, unigene0032865, unigene0034754, and unigene0049406) in L1. In addition, only one up-regulated gene (unigene0033693) was detected in L1 compared with L0.

GA hormone signaling is very important to floral transition. In the present study, we have found three DELLA protein GAI genes (Unigene0005738, Unigene0031663, Unigene0046182) were significantly up-regulated during the flower induction and development stages from NL vs L1, L0 vs L1 (Supplementary file S9).

### *CO* and *FT* or other directly regulating DEGs

In plants, seasonal changes in day length are sensed by the leaves, which initiate long-distance signaling that induces flowering at the shoot apex. In *Arabidopsis*, *FLOWERING LOCUS T* (*FT*), now known as florigen, is crucial for the appropriate timing of flowering [20], and *CONSTANS* (*CO*) plays a key role in the activation of *FT* expression [21]. Thus, *FT* acts partially downstream of *CONSTANS* (*CO*), which promotes flowering in response to long days. In the present study (Fig. 5b and Supplementary file S10), relative to NL, in the light treatment group L0, one gene—the *CONSTANS*-related gene (unigene0025406)—was found to be significantly down-regulated, and the *FT* gene was not significantly expressed. Compared with NL, 13 *CONSTANS-LIKE* genes were significantly differentially expressed in L1, among which three genes were up-regulated (unigene002346462, unigene0027129, and unigene0035118) and ten genes were down-regulated (unigene0025406, unigene0027332, unigene0028118, unigene0029386, unigene0030366, unigene0034031, unigene0034048, unigene0035131, unigene0043102, and unigene0050191). Furthermore, two up-regulated *FT* genes (unigene0001751 and unigene0005649) were significantly differentially expressed. One *FT* gene (unigene0025148) was down-regulated, and six *FT* genes (unigene0002836, unigene0006372, unigene0025249, unigene0038103, unigene0042376, and unigene0045680) were up-regulated in L1 compared with L0.

In addition to these well-known *CO* and *FT* genes, other specific genes are closely related to the regulation of plant flowering processes. For example, the protein encoded by *Hd3a*, a rice ortholog of *FT*, moves from the leaf to the shoot apical meristem and induces flowering in rice, suggesting that the Hd3a protein may be the rice florigen [22]. In our analysis, an *HD3a*-like gene (unigene0019970), the expression of which was decreased under light treatment, was detected in L0. The *HD3a*-like gene may be up-regulated during the rice flowering period but down-regulated during the pitaya flowering period.

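The RPKM of Unigene0019970, annotated as protein HEADING DATE 3A-like, was 25.6 ± 7.54 (SD, n = 3) in NL, from 308 reads over 3 libraries. No read was counted on it in the L2 libraries. Against the floor of 3 reads over the stage, its expression was at least 146-fold lower in L2 than in NL (adjusted p = 3.45e-05 from limma). It passed under every alternative setting. The table also lists Unigene0000385, annotated as flowering locus T-like protein, with the opposite direction, but it had 2 reads in NL and 33 in L2 and did not pass in edgeR with TMM or in DESeq2.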

The *LEAFY* gene is an important element in the transition from the vegetative to the reproductive phase, as *LEAFY* is both necessary and sufficient to initiate the growth of individual flowers. On long days, *Arabidopsis* plants flower soon after germination, in parallel with rapid up-regulation of LEAFY [23]. In the present study, we found one *LEAFY* homolog gene (unigene0024655) to be significantly up-regulated in L1. We also detected two genes encoding the flowering time control protein in L1, where the expression of *FPA* (unigene0045587) was down-regulated and that of *FCA* (unigene0049096) was up-regulated. One flowering-promoting factor 1-like gene (unigene0023129) was up-regulated in L1.

Light is one of the clock entrainment signals that can induce a plant’s circadian rhythm and act as a bridge in the signaling network between environmental stimulation and the internal processes of the plant. 

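The KEGG pathway circadian rhythm - plant held 20 of the DEGs listed for NL and L2. Of these, 5 were up-regulated and 15 were down-regulated in L2, so that 25.0% were up-regulated (95% Wilson interval 11.2% to 46.9%). The interval treats the genes as independent and describes the listed DEGs alone.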

According to the KEGG pathway analysis, some DEGs were associated with the circadian rhythm in pitaya plants. One gene encoding pseudo response regulator APRR5-like protein (unigene0045107) was down-regulated in L0, but not in NL. Two down-regulated circadian clock associated 1-like genes (unigene0036436 and unigene0049229), two down-regulated genes encoding EARLY FLOWERING 4-like protein (unigene0022870 and unigene0039817), and an up-regulated gene encoding EARLY FLOWERING 1-like protein (unigene0043786) were expressed in L1 compared with NL.

### Transcription factors control the course of flowering

Cycling DoF factor (CDF) proteins belong to the larger family of plant-specific DoF (DNA binding with one finger) TFs, which presumably include a single C2-C2 zinc finger and a highly conserved DNA-binding domain [24]. Several *Arabidopsis* DoF transcription factors—CDF1, 2, 3, and 5—are implicated in circadian rhythms and photoperiodism, and their expression at elevated levels is sufficient to repress flowering [25]. In this study (Fig. 5c and Supplementary file S11), we found two CDF genes (unigene0033003 and unigene0031426) that were down-regulated in L0 compared with NL. Similarly, three CDF genes (unigene0031426, unigene0026114, and unigene0033003) were down-regulated and two genes (unigene0029432 and unigene0006016) were up-regulated in L1.

During the development and evolution of flowering plants, the MADS domain transcription factor plays an important role, because it determines the establishment of flower morphology and flower development. The MADS-box gene contains a conserved MADS-box motif and is generally classified as type I or type II with a conserved K-, I-, and C-domain subfamily. In general, the type II subfamily can be divided into ABCDE models during the development of the flower [26]. Compared with NL, no significantly differentially expressed MADS-box genes were detected in L0. In contrast, one gene encoding the AGAMOUS-like MADS-box protein AGL19 (unigene0027094) was down-regulated and the other six genes encoding AGAMOUS-like MADS-box proteins (unigene0018425, unigene0021927, unigene0025394, unigene0037726, unigene0047376, and unigene0202108) were up-regulated in L1.

Other TFs that can bind to the *CO* promoter include the TEOSINTE BRANCHED 1/CYCLOIDEA/PROLIFERATING CELL NUCLEAR ANTIGEN FACTOR (TCP) transcription factor family [27]. Members of this family control multiple traits in a diverse range of plant species, including flower and petal asymmetry [28]. We discovered no DEG-related TCP TFs in L0, whereas all six genes encoding TCP (unigene0005880, unigene0009351, unigene0025734, unigene0028812, unigene0030793, and unigene0033768) were up-regulated in L1 compared with NL.

### Validation of the selected DEGs by quantitative RT-PCR analysis

We considered the control of floral development genes or transcription factors that regulate downstream genes to be more important than other aspects of plant flowering processes. One cycling DoF factor (*CDF*) transcription factor gene in each of the L0 and L1 samples was verified via quantitative RT-PCR (qRT-PCR). One gene encoding response regulator-like APRR5 related to the circadian rhythm in L0 and two genes encoding the circadian clock associated protein in L1 were selected to check the mRNA levels by qRT-PCR. One and two *CONSTANS-LIKE* (*CO*) genes in L0 and L1, respectively, were chosen for real-time quantitative PCR. Furthermore, one *flowering locus T* (*FT*) gene and *HEADING DATE 3A-like* (*HD3a-like*) ortholog involved in L1 and L0 respectively, were verified by qRT-PCR. In addition, two *TCP* TF genes and a gene encoding phytochrome B in L1 were also selected for qRT-PCR (Table 3). The *UBQ* gene was used as a reference gene [29].

**Table 3:** Selected genes used for qRT-PCR

Gene ID	Function	Forward primer (5′ → 3′)	Reverse primer (5′ → 3′)
NL vs L0			
unigene0031426	Cycling DoF factor 1	GAGCAAGGAGAATGGGGATGA	GCAAAATGGCGGAACAGGAA
unigene0025406	Zinc finger protein CONSTANS-LIKE 2	TTTTGTTCGGGATGGAGTCTGA	TTGGGTGGGAATTTGAATAGG
unigene0019970	HEADING DATE 3A-like	GGCAACCCAACTGAGCGAGAA	GCCATCCCATTTGCTGACGA
unigene0045107	Response regulator-like APRR5	AAGACCGCACCCACTTTTCC	CATTCCCACTATCAGACCCACC
NL vs L1			
unigene0026114	Cycling DoF factor 3-like	GGTCGTCGCAAGAGTAAACA	CTATAAAGCGGGCTATCAGG
unigene0027129	CONSTANS-LIKE 15	TGGGAAGAAGCACCACCTCA	AGCGGGCACCACGGAATAA
unigene0028118	CONSTANS-LIKE 4	GCTTTTCGGCGACGACTATTA	TGAAGTCCAGTTCCAGGTAGGG
unigene0036436	Circadian clock associated 1	CCTCAAGATCCCCTAATCACGC	CCAAAAGGAAGCCGCAAAAC
unigene0049229	Circadian clock associated 1	CCAAGCATGGCAGCGATAG	GCTGGTTGAGTTTGGGTAAGAT
unigene0005649	Flowering locus T	AGTGGAGATCGGAGGTGATG	GCCTTGGATTCTCGTAGCA
unigene0002396	Phytochrome B	GGTCTATTCCTTTCCCACTTCG	AGAGAGCTGCTCCATCGCACT
unigene0009351	Transcription factor TCP4	CACTGGAGGAGGTGGATTTATG	GGATTGAGGGTGCGTTGC
unigene0005880	Transcription factor TCP15	GGCGGTGGTGGATTTGAC	GCCCGACCTGTTTACCTGA

*NL* control group (no light, no flowering), *L0* stage of no flowering under light treatment, *L1* flower bud stage under light treatment

The qRT-PCR results from the L0 and L1 stages are shown in Figs. 6 and 7. The expression profiles of all 13 detected genes revealed a similar trend and consistent results between qRT-PCR and RNA-Seq. Three DEGs of L0 exhibited significant down-regulation in plants under light treatment compared with NL, including unigene0031426 (cycling DoF factor 1), unigene0025406 (zinc finger protein CONSTANS-LIKE 2), and unigene0019970 (HEADING DATE 3A-like). However, unigene0045107 (response regulator-like APRR5) associated with the circadian clock, displayed no remarkable decrease in its mRNA levels.

**Fig. 6:**
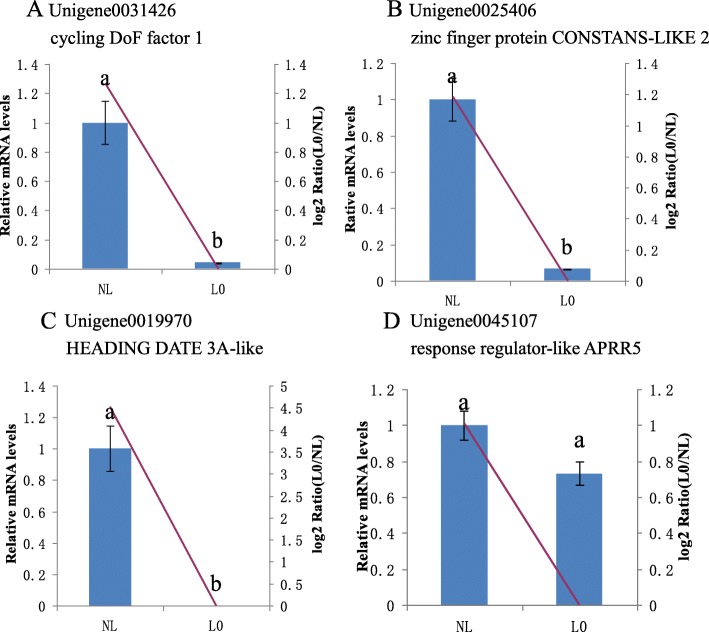
Relative expression of flower induction genes. For the NL and L0 samples, the relative expression of genes and transcription factors involved in the flowering process was determined via quantitative RT-PCR. Expression was normalized to that of *UBQ*. The transcript levels from the NL sample were set as 1. The blue columns represent the expression levels determined by qRT-PCR (left axis), whereas the lines represent the gene expression levels determined by RNA-Seq (right axis). The transcript abundances of the genes encoding **a** cycling DoF factor 1 protein, **b** zinc finger protein CONSTANS-LIKE 2, **c** HEADING DATE 3A-like, and **d** response regulator-like APRR5 were determined and compared across the time course of light-induced treatment. Data represent the mean ± SD for three replicates (*n* = 3). Different lowercase letters above the columns indicate a significant difference at *p* ≤ 0.05 between the columns according to *t* tests performed using the SPSS statistical software. Data in columns with the same letters showed no significant difference (*p* > 0.05)

**Fig. 7:**
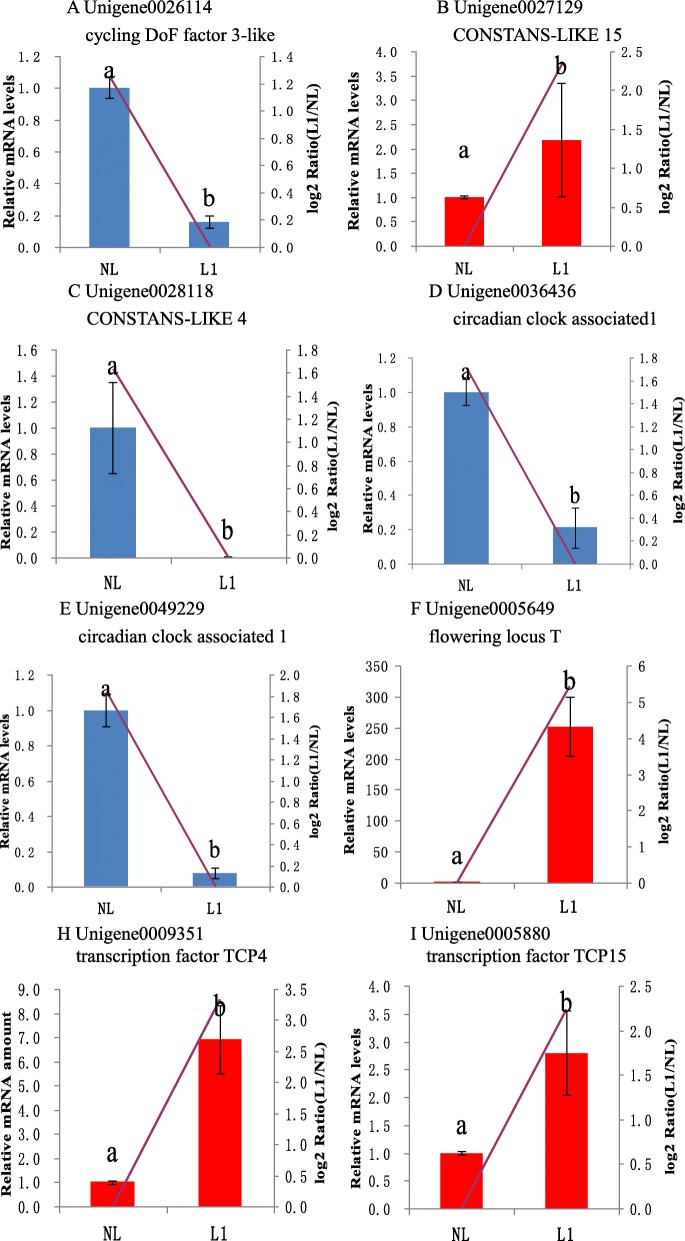
Relative expression of floral development genes and transcription factors. For the NL and L1 samples, the relative expression of genes and transcription factors involved in the flowering process was determined via quantitative RT-PCR. Expression was normalized to that of *UBQ*. The transcript levels from the NL sample were set as 1. The blue or red columns represent the expression levels determined by qRT-PCR (left axis), whereas the lines represent the gene expression levels determined by RNA-Seq (right axis). The transcript abundances of the genes encoding **a** cycling DoF factor 3-like protein, **b** CONSTANS-LIKE 15, (**c**) CONSTANS-LIKE 4, **d**, **e** circadian clock associated 1, **f** flowering locus T, **g** transcription factor TCP4, and **h** transcription factor TCP15 were determined and compared across the time course of light-induced treatment. Data represent the mean ± SD for three replicates (*n* = 3). Different lowercase letters above the columns indicate a significant difference at *p* ≤ 0.05 between the columns according to *t* tests performed using the SPSS statistical software. Data in columns with the same letters showed no significant difference (*p* > 0.05)

In the L1 stage, all nine DEGs exhibited significant differential expression based on the qRT-PCR results. Two genes exhibiting functional homology to *circadian clock associated 1* in the L1 stage showed a significant reduction in transcript levels under light treatment. A similar situation was found for two genes encoding TCP TF, for which the mRNA abundance was substantially enhanced in the L1 sample following light treatment. Interestingly, two *CO* genes revealed an opposite trend in expression in the L1 stage: one was up-regulated and the other was down-regulated. This finding indicates that different *CO* gene families may be subjected to different types of regulation, resulting in opposite types of expression. In addition, *CDF3-like* was down-regulated, whereas *FT* displayed a higher mRNA level in L1 during light treatment than in NL, as determined by qRT-PCR.

### Tissue-specific expression of key genes

To further explore whether the genes associated with the flowering process of pitaya plants are tissue-specific, various growth stages of the stem, flower, and fruit as depicted in Fig. 8 were selected for analysis. We selected *CDF-3 like* (Unigene0026114) and *CO-15 like* (Unigene0035118) for the tissue-specific analysis, and the results are presented in Fig. 9. The results revealed that *CDF-3 like* displayed specific expression levels in different tissues at different time points, where its expression was increased in the pistils and styles and highest in the small green peel, compared with old stems. The expression level of *CO-15 like* was higher in the flowers and fruits than in old stems, although the specificity was not obvious.

**Fig. 8:**
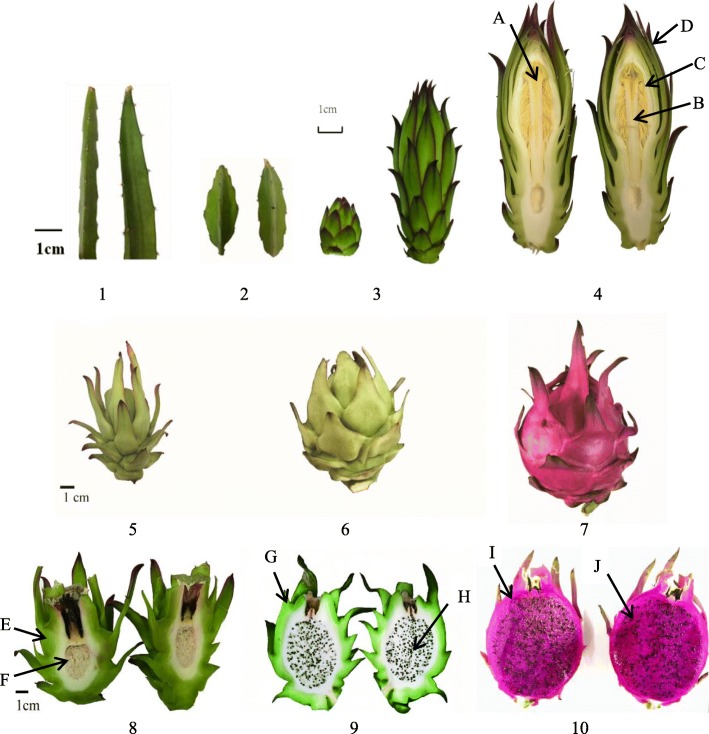
Various tissues of pitaya plants at different time points. 1: Old stem; 2: young stem; 3: small flower bud; 4: large flower bud, A: pistil, B: stamen, C: style, D: flower scales; 5: small green fruit; 6: big green fruit; 7: red pitaya; E: small green peel, F: small green flesh; 9: big green fruit, G: big green peel, H: big green flesh; 10: red fruit, I: red peel, J: red flesh

**Fig. 9:**
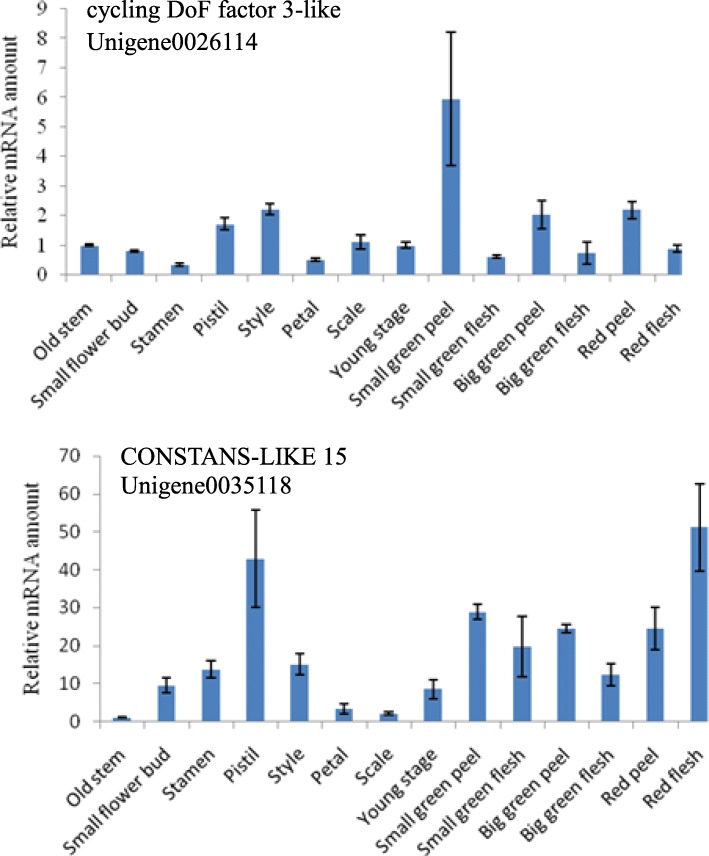
Tissue-specific expression of *CDF-3 like* (unigene0026114) and *CO-15 like* (unigene0035118). Expression was normalized to that of *UBQ*. The transcript levels from the old stem were set as 1

## Discussion

Some genes involved in light-induced flowering have been extensively studied in other plants, especially the model plant *Arabidopsis*. However, no previous research in this area has been conducted for pitaya plants. Thus, it is necessary to examine the relationship between flowering and the key genes regulating this process.

Hormone regulation, signaling, and homeostasis are very important factors in the flowering process. Hormonal signaling, involving hormones such as ethylene, abscisic acid, Gibberellin and auxins, plays an important role in regulating flowering time through the regulation of *FLC*, *CO*, GAI and *FT.* Strict control of auxin homeostasis and the maintenance of an appropriate level of IAA are essential for normal growth and development. In the present study, some genes (unigene0036729 and unigene0037786) encoding auxin transporter-like protein were significantly up-regulated following light treatment. 

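In L2, Unigene0036729 (auxin transporter-like protein 4) rose from 2.76 ± 0.337 (SD, n = 3) in NL to 23.7 ± 0.967 (SD, n = 3) in L2, a log2 change of 3.06 (standard error 0.23, adjusted p = 5.17e-05 from limma). For Unigene0037786 (auxin transporter-like protein 2) 2 reads were counted in NL and 91 in L2. Its RPKM was 0.0691 in NL and 2.64 ± 0.425 (SD, n = 3) in L2, a ratio of 38.2 with a 95% exact interval of 8.73 to 272 (adjusted p = 3.79e-04 from limma). Both reads came from NL replicate 3, and without it the gene was at least 22.0-fold higher.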

Initiation of floral primordia requires not only a local maximum level of auxins but also the activity of AUXIN RESPONSE FACTOR [30]. 

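The RPKM of Unigene0021847 (auxin-responsive protein SAUR71) was 0.881 ± 0.255 (SD, n = 3) in NL and 9.41 ± 5.32 in L2, a log2 change of 3.17 (standard error 0.50, adjusted p = 7.26e-04 from limma). For Unigene0032942 (auxin-responsive protein IAA1) it increased from 1.14 ± 0.552 (SD, n = 3) in NL to 15.7 ± 4.81 (SD, n = 3) in L2, a log2 change of 3.71 (standard error 0.45, adjusted p = 2.06e-04 from limma). Unigene0004150 was not listed for NL and L2. Of the 65 listed genes whose annotation names auxin or indole-3-acetic acid, 51 were up-regulated and 14 were down-regulated in L2. Their median log2 ratio was 3.08, or 2.62 with genes without reads in a stage entered at the floor. It lay above the medians of all 10000 random lists of listed genes matched on mean expression. Upper quartile scaling lowered it to 2.56, and DESeq2's size factors lowered it to 2.01.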

In our analysis, several genes (unigene0004150, unigene0021847, and unigene0032942, and others) encoding the auxin-responsive protein also exhibited up-regulation. In rice, defects along the JA signaling pathway affect not only floret opening and anther dehiscence but also spikelet development [31]. 

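In L2, Unigene0032865 (JAZ-like protein) rose from 44.1 ± 13.8 (SD, n = 3) in NL to 134 ± 27.3 (SD, n = 3) in L2, a log2 change of 1.63 (standard error 0.28, adjusted p = 0.00105 from limma). With DESeq2's size factors, which lower every log2 ratio, this gene no longer passed (adjusted p = 0.108). Over all alternatives its adjusted p ranged from 1.39e-04 to 0.108. The RPKM of Unigene0049406 (protein TIFY 9) was 3.55 ± 2.20 (SD, n = 3) in NL and 78.1 ± 21.5 in L2, with a log2 change of 4.64 (standard error 0.54, adjusted p = 1.77e-04 from limma). Without NL replicate 3 it was 3.98. Of the 12 listed genes annotated with jasmonate, JAZ, TIFY or MYC2, 10 were up-regulated in L2, and their median log2 ratio was 1.92, or 0.86 with DESeq2's size factors.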

In the present study, we observed that some genes encoding the JAZ-like protein (e.g., MYC2 TFs) were involved in the JA signaling pathway. Gibberellic acid also play important role in pitaya flower induction [32], we checked three DELLA protein GAI genes (Unigene0005738, Unigene0031663, Unigene0046182) were significantly up-regulated during the flower induction and development process.

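Between NL and L2, Unigene0005738 and Unigene0031663, both annotated as DELLA protein GAI1, were up-regulated, and Unigene0046182 was not listed. The RPKM of Unigene0005738 rose from 0.274 ± 0.0425 (SD, n = 3) in NL to 4.90 ± 2.15 (SD, n = 3) in L2, a log2 change of 3.65 (standard error 0.53, adjusted p = 4.87e-04 from limma). For Unigene0031663 it was 0.262 ± 0.275 (SD, n = 3) in NL and 7.14 ± 1.91 in L2, with a log2 change of 4.66 (standard error 0.74, adjusted p = 7.36e-04 from limma). Without NL replicate 1 the change of Unigene0031663 was 5.27, and without NL replicate 2 it was 3.92. In NL each of these genes was counted with 6 reads over the 3 libraries. As the annotation is the same, reads shared between these genes are possible, and both rose. Of the 11 listed genes annotated with DELLA or gibberellin, 7 were up-regulated, also with DESeq2's size factors, and 4 were down-regulated in L2.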

Light signals detected by the phytochrome A (phyA) and cryptochrome (cry) photoreceptors stabilize the CO protein on long days [33]. 

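Of the CONSTANS-LIKE genes, 11 were listed as DEGs of NL and L2, of which 3 were up-regulated and 8 were down-regulated in L2. Their median log2 ratio was -2.73, at percentile 0.01 of the random lists. Unigene0028118 (CONSTANS-LIKE 4) had the highest RPKM of these genes in NL and fell from 248 ± 35.6 (SD, n = 3) in NL to 66.1 ± 14.8 (SD, n = 3) in L2, a log2 change of -1.92 (standard error 0.21, adjusted p = 1.43e-04 from limma). Both genes annotated as CONSTANS-LIKE 2, Unigene0025406 and Unigene0029386, fell, with log2 changes in limma of -3.23 and -5.20. Without L2 replicate 1 they were -2.63 and -4.55, and without L2 replicate 2 they were -3.91 and -5.87. Unigene0027129 (CONSTANS-LIKE 15) rose from 1.91 ± 0.628 (SD, n = 3) in NL to 10.2 ± 1.53 (SD, n = 3) in L2, a log2 change of 2.40 (standard error 0.36, adjusted p = 5.80e-04 from limma). Unigene0035118 (CONSTANS-LIKE 15) and Unigene0050191 (CONSTANS-LIKE 6) rose by 2.00 and 2.10 on the log2 scale. The genes Unigene0023462, Unigene0034048 and Unigene0043102 were not listed for NL and L2. From the opposite directions within the family, the paper proposes that some CO genes are repressed by certain proteins or miRNAs.

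**Figure D2:**
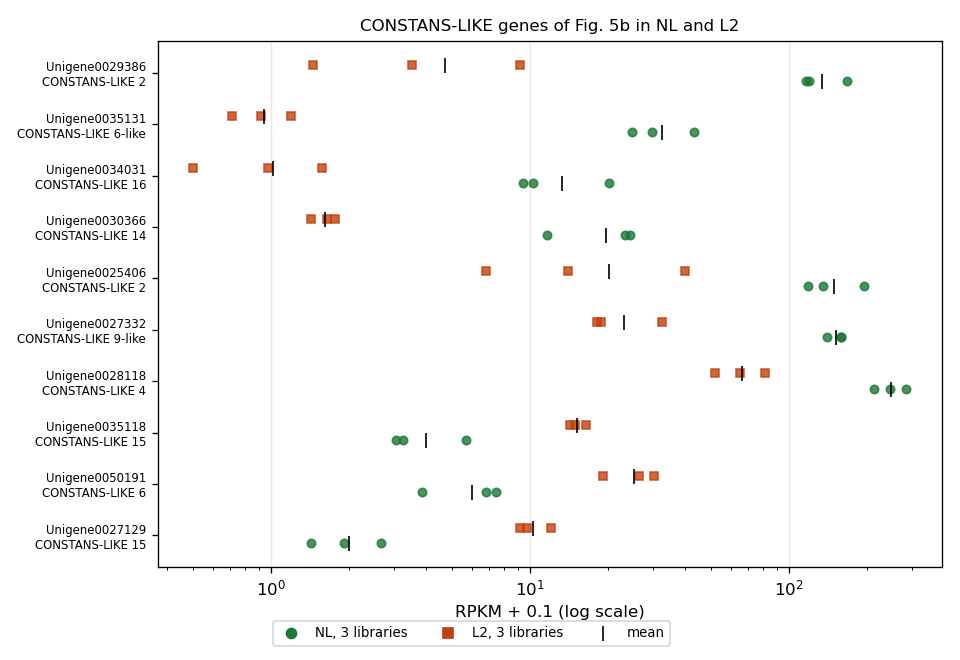
RPKM + 0.1 on a log scale of the CONSTANS-LIKE genes of Fig. 5b that were listed for NL and L2, with circles for the 3 NL libraries, squares for the 3 L2 libraries and a bar for the mean of each stage. In each of the 10 genes all libraries of one stage lie on the same side of all libraries of the other.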

We observed that some *CO-like* genes were up-regulated, whereas others were down-regulated, under the same conditions, indicating that some *CO* genes belonging to specific families may be repressed by certain proteins or miRNAs in pitaya plants. The CONSTANS like genes were family genes with similarity sequences and conserved domains. However, they may display differently expressed patterns and play different functions even in the same pitaya samples. Photoreceptors regulate CO stability and act antagonistically to generate daily rhythms in CO abundance [34]. Moreover, a *phyB* mutation has been shown to induce an increase in CO protein abundance during the early phase of the photoperiod [34], indicating that *phyB* mutations also accelerate flowering. Thus, we can conclude that the amount of *CO* is positively regulated by the photoreceptors cry1, cry2, and phyA, whereas the mRNA expression of *CO* is inhibited by phyB. A similar conclusion was drawn from the present study. The gene encoding phyB (unigene0002396) was down-regulated, as detected by qPCR, and the expression pattern was found to be the same as that from transcriptome sequencing, suggesting that PHYB may negatively regulate *CO* throughout the pitaya flowering process.

The circadian clock gene, *CO*, which is a key transcriptional activator of the photoperiod pathway, is essential for proper photoperiodic flowering. In the current model of the *Arabidopsis* circadian clock, most components function as repressors [35]. Fujiwara et al. [36] demonstrated that the circadian clock proteins LATE ELONGATED HYPOCOTYL (LHY) and CIRCADIAN CLOCK-ASSOCIATED 1 (CCA1) repress floral transition, and in particular repress *FT* expression under long-day conditions. In our analysis, the transcriptome levels of most DEGs associated with the circadian rhythm were decreased, which is consistent with the findings of previous reports.

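Among the DEGs of NL and L2, 14 genes were annotated with the clock proteins APRR, CCA1, EARLY FLOWERING, GIGANTEA or REVEILLE, and 13 of them were down-regulated in L2. Their median log2 ratio was -2.54, at percentile 0.07 of the random lists. Upper quartile scaling and DESeq2's size factors lower every ratio, so they do not test this direction. Unigene0045107 (APRR5) fell from 123 ± 14.0 (SD, n = 3) in NL to 5.23 ± 2.52 (SD, n = 3) in L2, a log2 change of -4.67 (standard error 0.39, adjusted p = 6.11e-05 from limma). The circadian clock associated 1 genes Unigene0036436 and Unigene0049229 fell, with log2 changes of -2.31 and -2.92. Unigene0022870 (EARLY FLOWERING 4-like) and Unigene0039817 (EARLY FLOWERING 3) fell by 3.39 and 2.08 on the log2 scale. Unigene0050242 (GIGANTEA), chosen after its values were seen, was counted with 18 reads in NL and 2 reads in L2, a ratio of L2 to NL of 0.0696 with a 95% exact interval of 0.00892 to 0.331. Both L2 reads came from L2 replicate 1, and without it the gene was at least 8.12-fold lower, while without L2 replicate 2 or 3 the ratio was 0.104. The up-regulated gene was Unigene0026108 (APRR1), also chosen after its values were seen. All of its 3 reads in NL came from replicate 1, against 148 reads in L2, a ratio of 34.0 with a 95% exact interval of 11.8 to 173. Unigene0043786 was not listed. The hour of collection of each stage is not given in the text of the paper.

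**Figure D3:**
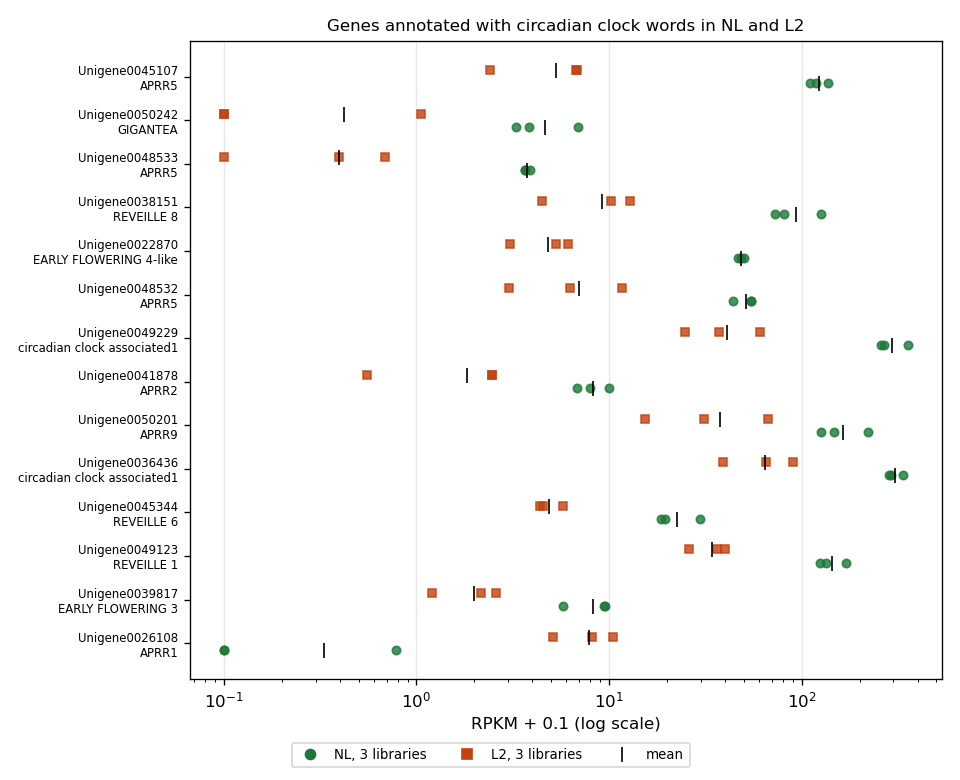
RPKM + 0.1 on a log scale of the genes annotated with circadian clock proteins that were listed for NL and L2, with circles for the 3 NL libraries, squares for the 3 L2 libraries and a bar for the mean of each stage. In 13 of the 14 genes the L2 libraries lie below the NL libraries.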

The *FT* gene was first identified in *A. thaliana*, in which it plays major roles in the photoperiod pathway and initiating the flowering signal in the apical meristem [37]. Unlike many other floral regulators, the deduced sequence of the FT protein suggests that it does not directly control transcription or transcript processing [38]. The expression of *FT* is affected by numerous factors, some of which act as repressors and others as positive regulators. The former class includes several MADS-box TFs [39], AP2-like proteins, and B-box proteins, whereas the latter class includes CO [40], NUCLEAR FACTOR Y, and GIGANTEA (GI) [41]. These findings are consistent with those of the present study; with the exception of one down-regulated *FT* gene (unigene0025148), all other genes were up-regulated.

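Of the genes of Fig. 5b grouped with FT, 7 were listed for NL and L2, and all of them were up-regulated in L2. The authors' table annotates 6 of these genes as FT-interacting protein 1 and Unigene0001751 as protein FLOWERING LOCUS D. Of all 8 listed genes annotated as FT-interacting protein 1, 7 were up-regulated and Unigene0038104, chosen after its values were seen, was down-regulated. The RPKM of Unigene0038103 (FT-interacting protein 1) rose from 0.931 ± 0.535 (SD, n = 3) in NL to 8.40 ± 1.98 (SD, n = 3) in L2, a log2 change of 3.20 (standard error 0.56, adjusted p = 0.00112 from limma). Unigene0042376 and Unigene0045680 rose by 2.27 and 1.36 on the log2 scale, and Unigene0045680 no longer passed with DESeq2's size factors. No read was counted in NL for Unigene0002836 and Unigene0025249, whose expression was at least 6.00-fold and at least 8.53-fold higher in L2. Unigene0002836 did not pass with DESeq2's size factors. For Unigene0006372 2 reads were counted in NL and 49 in L2, a ratio of 20.2 with a 95% exact interval of 4.59 to 148. Both reads came from NL replicate 3, and without it the gene was at least 11.6-fold higher. Unigene0001751 was the least certain of these genes, with a log2 change of 1.01 (standard error 0.39, adjusted p = 0.0354 from limma). Its adjusted p was 0.0917 without NL replicate 1, 0.0625 without NL replicate 3, 0.0703 without L2 replicate 2 and 0.0940 without L2 replicate 3, and over all alternatives it ranged from 0.0116 to 0.881. With DESeq2's size factors its log2 change was -0.067. It did not pass with the replicate number as a block (adjusted p = 0.0583) or in edgeR with TMM (0.643) either. Unigene0005649 and Unigene0025148 were not listed for NL and L2.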

CYCLING DoF FACTOR 1 (CDF1) and its homologs play an important role in floral transition by repressing the expression of floral activator genes, such as CO and FT, in *Arabidopsis* [42]. One study indicated that CDF repression operates through the formation of a CDF–TPL transcriptional complex, which binds the CO and FT promoters to reduce their expression levels throughout the morning, for seasonal flowering [43]. The results of our qRT-PCR analysis (Figs. 6 and 7) revealed down-regulated expression of two *CDF-like* genes (unigene0031426 and unigene0026114), but up-regulated expression of *CO-like 15* (unigene0027129) and *FT* (unigene0005649) genes. These findings demonstrate that CDF may repress *CO* and *FT* transcriptome expression during the pitaya flowering process.

The *TCP* gene family encodes TFs that control various aspects of the developmental and growth traits of plants. According to the structure of the conserved region, they can be classified into classes I and II in *Arabidopsis* [44], and orchestrate the transition from the vegetative to reproductive to senescent stages of the life cycle. They may be upstream and activate *SOC1* to modulate flowering [44]. In addition, TCP4 is directly associated with *CO* promoters through TCP binding sites and promotes *CO* expression around dusk, together with other *CO* activators (FLOWERING BHLH)—FBHs [45]. Furthermore, these TCPs not only interact with the flower-repressing CDFs but also physically interact with FBHs to facilitate *CO* transcription [46]. 

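Of the genes annotated as TCP transcription factors, 8 were listed for NL and L2, of which 6 were up-regulated in L2, as they were with DESeq2's size factors. Unigene0009351 and Unigene0033768 (TCP4) were not listed. Unigene0005880 (TCP15) rose from 3.95 ± 0.342 (SD, n = 3) in NL to 14.5 ± 4.22 (SD, n = 3) in L2, a log2 change of 1.81 (standard error 0.29, adjusted p = 8.16e-04 from limma), but it did not pass with DESeq2's size factors. The RPKM of Unigene0025734 (TCP18) was 0.476 ± 0.421 (SD, n = 3) in NL and 3.07 ± 1.84 in L2, with a log2 change of 2.72 (standard error 0.98, adjusted p = 0.0266 from limma). Its change was 1.71 without NL replicate 3 and 3.39 without L2 replicate 2. The adjusted p of Unigene0025734 was 0.0687 without NL replicate 3, 0.106 without L2 replicate 1 and 0.0965 without L2 replicate 3, and over all alternatives it ranged from 0.00893 to 0.139. Unigene0028812 (TCP14) rose by 2.75 on the log2 scale. Unigene0030793 (TCP9) rose by 1.87, its NL and L2 libraries overlapped, and its adjusted p was 0.0611 without L2 replicate 1 (range over all alternatives 8.86e-04 to 0.284).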

Our results revealed that two transcription factor *TCP4* genes (unigene0009351 and unigene0033768) and other *TCP* genes, such as *TCP15* and *TCP18*, were up-regulated. Moreover, the expression level of *CO*-like genes was increased.

According to the upper discussion and analysis in general, a hypothetical flower induction pathway in long-day pitaya plants induced by supplementary lighting in short-day winter season (Fig. 10) was deduced. The signal starts from Photoperiod sensing protein including PHYB and ELF1, The circadian clock gene *CO* is a key transcriptional activator of the flower induction pathway *in pitaya.* we will do more work on subsequent research to verify the hypothesis.

**Fig. 10:**
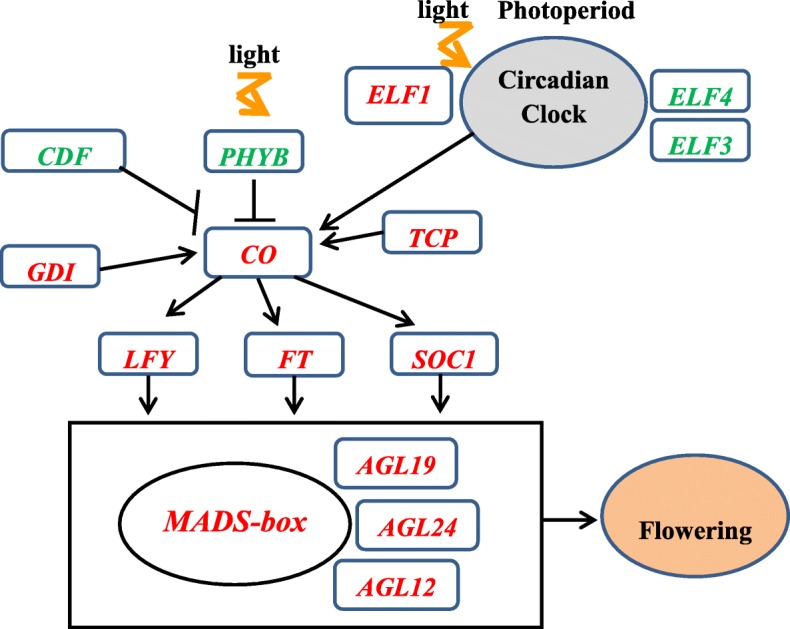
A hypothetical flower induction Pathway in long-day pitaya plants induced by supplementary lighting in short-day winter season. Note: The photoperiod promotes floral transition. Arrows indicate activation and lines ending with a vertical line indicate repression. Genes in red type indicate up-regulation and genes in green type indicate down-regulation

## Conclusion

In summary, this study has revealed the transcriptomic profiles of pitaya flower induction under supplementary lighting, as evaluated by de novo RNA-Seq and qRT-PCR. At the transcriptomic level, we detected many DEGs in various developmental stages that mediated different functions in the time-course response to supplementary lighting-induced flowering. Such DEGs may interact with each other, and some key genes may regulate the network of floral induction pathways. The obtained findings improve our understanding of the molecular mechanisms involved in flower induction of long-day pitaya plants in short-day winter season, and should support new biotechnological advances to create novel pitaya varieties that can bloom naturally in the winter season through genetic modification or targeted gene mutation.

## Methods

### Plant material and experimental design

The plant material, “Jindu No. 1” red-fleshed pitaya plants, was purchased from the Hainan Enhong Agricultural Technology Company in Dongfang city. One-year-old pitaya plants were selected for the experiment. One group of plants (the light-treated group) were subjected to 5 h of supplementary light every night from 6:30 p.m. to 11:30 p.m. between January 1 and March 31, 2018. The control group of plants were no supplementary light. Besides the different supplementary lighting conditions, all other variables (such as watering frequency and fertilizer use) were the same for both groups.

The light treatment experiment was performed and samples were obtained at four different stages: NL, the control group (no light, no flowering); L0 (no flowering under light treatment); L1 (flower bud stage under light treatment); and L2 (one-week post-bud stage under light treatment). We used 15 W LED mixed light bulbs as the light source. The light spectrum ratio of red light to blue light was 7:1, and the major wavelength was λ = 580 nm. The luminous flux was 1500 Lm, the color temperature was 2900–3300 K and the light intensity was greater than 110 Lx within 1.5 m.

### Sample preparation and sequencing

We performed three biological replicates for each stage, each involving four mixed plant samples. Every sample was selected to be 10 cm in length from the top of the stem, and included 2 cm of tissue around the base of the thorn (Red circles in Fig. 1), The sample is synchronized by our careful visual observation to make sure that we can harvest similar size buds for every sampling stage. These samples were then immediately frozen using liquid nitrogen and stored at − 80 °C before being sent to Gene Denovo Biotechnology Co. (Guangzhou, China) for de novo and RNA-Seq using the Illumina HiSeq 4000 platform.

Raw data were filtered by removing reads that included adapter, poly-*N* > 10%, and low-quality reads to obtain clean reads as a foundation for further analysis. The Q (Phred Quality Score) = − 10 log_10_Perror; Q20 means that the proportion of Phred Quality Score was greater than 20; Q30 means that the proportion of Phred Quality Score was greater than 30; In this study, the Q20 and Q30 of all samples were > 98% and > 94% after filter (Supplementary S1). De novo assembly of the transcriptome was conducted using the short-read assembly program, Trinity [47]. The rRNA-free, high-quality clean reads were mapped to the reference transcriptome using the short-read alignment tool Bowtie2 [48], employing its default parameters. The RPKM parameter was used to determine the expression level of each gene, which was calculated as the fold change in expression in different samples. In general, a flowchart of the RNAseq process was showed on Supplemental file S12.

At present, the pitaya genome is not sequenced yet. Interpretation of proper orthologs is difficult at this moment. Hence the gene annotation was generated only by using the Genbank data as reference.

### Identification of DEGs

Genes with a false discovery rate (FDR) ≤ 0.05 and an absolute value of log_2_ ratio ≥ 1 in a given comparison were considered significantly differentially expressed genes (DEGs) that could be subjected to enrichment analysis of GO functions and KEGG pathways. All DEGs were mapped to GO terms in the Gene Ontology database (http://www.geneontology.org/), and gene numbers were calculated for every term. Significantly enriched GO terms were defined by a corrected *p* value ≤0.05. Pathway enrichment analysis, which can be calculated using the same formula as that in GO analysis, identified significantly enriched metabolic pathways or signal transduction pathways among the DEGs. Our raw data and processed data have been uploaded to the NCBI Gene Expression Omnibus (GSE125083).

### Quantitative RT-PCR

Total RNA was separately extracted from the four groups using the cetyltrimethylammonium bromide method. The resulting RNA (1 μg) was treated with gDNA Eraser to remove contaminating genomic DNA and synthesized to the first-strand complementary DNA using a PrimeScript RT reagent kit with gDNA Eraser (TaKaRa), according to the manufacturer’s instructions. Primer pairs for qRT-PCR were designed using Primer Premier 5.0 (PREMIER Biosoft International, Palo Alto, CA, USA). The cDNA reverse-transcription products were used as templates for qRT-PCR. An Applied Biosystems 7500 Real-Time PCR System (Life Technologies, USA) was used for qRT-PCR, and the reaction consisted of 10 μL of 2× SYBR Premix Ex Taq II, 0.4 μL of 50× ROX Reference Dye or Dye II, 2 μL of cDNA, 6 μL of sterilized purified water, 0.8 μL of forward primer (10 μM), and 0.8 μL of reverse primer (10 μM) in a total volume of 20 μL. No-template controls were also prepared for each primer pair. The relative quantification method (Delta-Delta cycle threshold) was used to evaluate quantitative variation between the replicates examined. We selected 13 DEGs for qRT-PCR (Table 3).

## Supplementary information

**Additional file 1: Supplemental Figure S1.** Clean reads of all samples.

**Additional file 2: Supplemental S2.** Length distribution of all unigenes.

**Additional file 3: Supplemental S3.** NL-VS-L0 GO Enrichment (Molecular Function).

**Additional file 4: Supplemental S4.** NL-VS-L0 GO Enrichment (Cellular Component).

**Additional file 5: Supplemental S5.** NL-VS-L0 GO Enrichment (Biological Process).

**Additional file 6: Supplemental S6.** NL-VS-L1 GO Enrichment (Molecular Function).

**Additional file 7: Supplemental S7.** NL-VS-L1 GO Enrichment (Cellular Component).

**Additional file 8: Supplemental S8.** NL-VS-L1 GO Enrichment (Biological Process).

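Supplemental S9 gives the RPKM of hormone-related genes in the pair of stages compared, with the direction of the change. Of the genes with an NL value in Supplemental S9, 29 are listed for NL and L2 as well. In all 29 the NL value equals the mean RPKM of the 3 NL libraries within 0.001.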

**Additional file 9: Supplemental S9.** The DEGs related to plant hormone.

**Additional file 10: Supplemental S10.** The DEGs of *CO* and *FT.*

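Supplemental S11 gives the RPKM of CDF, MADS-box and TCP genes in the pair of stages compared, with the direction of the change. The NL value of each of the 14 genes that are also listed for NL and L2 equals the mean RPKM of the 3 NL libraries within 0.001.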

**Additional file 11: Supplemental S11.** Three main TFs involved in pitaya flowering stage.

**Additional file 12: Supplemental S12.** A flowchart of the RNAseq process.

## Data Availability

The raw data and processed data from this study have been uploaded to the NCBI Gene Expression Omnibus (GSE125083).

## Abbreviations

API: APETALA1
BR: Brassinosteroid
CAM: Crassulacean acid metabolism
CDF: Cycling DoF factor
CO: CONSTANS
cry: cryptochrome
DEG: Differentially expressed gene
FBH: FLOWERING BHLH
FD: FLOWERING LOCUS D
FDR: False discovery rate
FT: FLOWERING LOCUS T
GA: Gibberellin
GC: Guanine-cytosine
GO: Gene ontology
IAA: Indole-3-acetic acid
JA: Jasmonic acid
JAZ: Jasmonate-ZIM domain (proteins)
LD: Long day
LFY: LEAFY
phyA: phytochrome A
PRR: Pseudo response regulator
RPKM: Reads per kilobase per million reads
SOC1: SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1
TCP: TEOSINTE BRANCHED 1/CYCLOIDEA/PROLIFERATING CELL NUCLEAR ANTIGEN FACTOR
TF: Transcription factor

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 3 — Additional file 3: Supplemental S3. NL-VS-L0 GO Enrichment (Molecular Function).

Supplemental S3 NL-VS-L0 GO Enrichment (Molecular Function)

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 4 — Additional file 4: Supplemental S4. NL-VS-L0 GO Enrichment (Cellular Component).

Supplemental S4 NL-VS-L0 GO Enrichment (Cellular Component)

| **#** | **GO ID** | **Description** | **GeneRatio (8)** | **BgRatio (1849)** | **pvalue** | **p.adjust** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | [GO:0005875](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene1) | microtubule associated complex | 1 (12.5%) | 23 (1.24%) | 0.095460 | 0.731758 |
| 2 | [GO:0044430](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene2) | cytoskeletal part | 1 (12.5%) | 31 (1.68%) | 0.126741 | 0.731758 |
| 3 | [GO:0009536](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene3) | plastid | 3 (37.5%) | 330 (17.85%) | 0.157346 | 0.731758 |
| 4 | [GO:0015630](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene4) | microtubule cytoskeleton | 1 (12.5%) | 53 (2.87%) | 0.207935 | 0.731758 |
| 5 | [GO:0005856](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene5) | cytoskeleton | 1 (12.5%) | 63 (3.41%) | 0.242603 | 0.731758 |
| 6 | [GO:0031976](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene6) | plastid thylakoid | 1 (12.5%) | 65 (3.52%) | 0.249375 | 0.731758 |
| 7 | [GO:0031984](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene7) | organelle subcompartment | 1 (12.5%) | 66 (3.57%) | 0.252741 | 0.731758 |
| 8 | [GO:0030312](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene8) | external encapsulating structure | 1 (12.5%) | 70 (3.79%) | 0.266073 | 0.731758 |
| 9 | [GO:0071944](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene9) | cell periphery | 1 (12.5%) | 78 (4.22%) | 0.292115 | 0.731758 |
| 10 | [GO:0005623](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene10) | cell | 7 (87.5%) | 1353 (73.17%) | 0.322734 | 0.731758 |
| 11 | [GO:0044464](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene11) | cell part | 7 (87.5%) | 1353 (73.17%) | 0.322734 | 0.731758 |
| 12 | [GO:0009579](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene12) | thylakoid | 1 (12.5%) | 96 (5.19%) | 0.347773 | 0.731758 |
| 13 | [GO:0043229](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene13) | intracellular organelle | 5 (62.5%) | 971 (52.51%) | 0.419333 | 0.731758 |
| 14 | [GO:0043226](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene14) | organelle | 5 (62.5%) | 973 (52.62%) | 0.421806 | 0.731758 |
| 15 | [GO:0044424](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene15) | intracellular part | 6 (75%) | 1266 (68.47%) | 0.512928 | 0.731758 |
| 16 | [GO:0043234](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene16) | protein complex | 1 (12.5%) | 162 (8.76%) | 0.520496 | 0.731758 |
| 17 | [GO:0044435](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene17) | plastid part | 1 (12.5%) | 162 (8.76%) | 0.520496 | 0.731758 |
| 18 | [GO:0043231](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene18) | intracellular membrane-bounded organelle | 4 (50%) | 838 (45.32%) | 0.530658 | 0.731758 |
| 19 | [GO:0005622](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene19) | intracellular | 6 (75%) | 1282 (69.33%) | 0.534799 | 0.731758 |
| 20 | [GO:0043227](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene20) | membrane-bounded organelle | 4 (50%) | 854 (46.19%) | 0.550789 | 0.731758 |
| 21 | [GO:0044444](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene21) | cytoplasmic part | 3 (37.5%) | 658 (35.59%) | 0.586429 | 0.731758 |
| 22 | [GO:0005737](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene22) | cytoplasm | 3 (37.5%) | 661 (35.75%) | 0.590257 | 0.731758 |
| 23 | [GO:0044422](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene23) | organelle part | 2 (25%) | 435 (23.53%) | 0.595593 | 0.731758 |
| 24 | [GO:0044446](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene24) | intracellular organelle part | 2 (25%) | 435 (23.53%) | 0.595593 | 0.731758 |
| 25 | [GO:0043228](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene25) | non-membrane-bounded organelle | 1 (12.5%) | 218 (11.79%) | 0.634191 | 0.731758 |
| 26 | [GO:0043232](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene26) | intracellular non-membrane-bounded organelle | 1 (12.5%) | 218 (11.79%) | 0.634191 | 0.731758 |
| 27 | [GO:0032991](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene27) | macromolecular complex | 1 (12.5%) | 417 (22.55%) | 0.871137 | 0.934133 |
| 28 | [GO:0031224](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene28) | intrinsic component of membrane | 1 (12.5%) | 418 (22.61%) | 0.871857 | 0.934133 |
| 29 | [GO:0044425](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene29) | membrane part | 1 (12.5%) | 503 (27.2%) | 0.921585 | 0.953364 |
| 30 | [GO:0016020](file:///E:\2018-7-3%E7%81%AB%E9%BE%99%E6%9E%9C%E8%BD%AC%E5%BD%95%E7%BB%84%E6%B5%8B%E5%BA%8F\%E5%AE%8C%E6%95%B4%E7%89%88%E6%95%B0%E6%8D%AE\GDR3855-Hylocereus_undulatus_Britt-12-RNAseq_result\4_Function\2_Group_Diff_Function\UP_DOWN\GO\NL-VS-L0.C.html#gene30) | membrane | 1 (12.5%) | 770 (41.64%) | 0.986697 | 0.986697 |

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 5 — Additional file 5: Supplemental S5. NL-VS-L0 GO Enrichment (Biological Process).

Supplemental S5 NL-VS-L0 GO Enrichment (Biological Process)

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 7 — Additional file 7: Supplemental S7. NL-VS-L1 GO Enrichment (Cellular Component).

Supplemental S7 NL-VS-L1 GO Enrichment (Cellular Component)

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 9 — Additional file 9: Supplemental S9. The DEGs related to plant hormone.

Supplemental S9 The DEGs related to plant hormone

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 10 — Additional file 10: Supplemental S10. The DEGs of CO and FT.

Supplemental S10 The DEGs of *CO* and *FT*

| **Gene ID** | **NL rpkm** | **L0 rpkm** | **up or down** | **function** |
| --- | --- | --- | --- | --- |
| CO gene | | | | |
| Unigene0025406 | 149.9579 | 66.03707 | down | zinc finger protein CONSTANS-LIKE 2 |
| **Gene ID** | **NL rpkm** | **L1 rpkm** | **up or down** | **function** |
| CO gene | | | | |
| Unigene0023462 | 0.652333 | 3.625 | up | zinc finger protein CONSTANS-LIKE 6 |
| Unigene0027129 | 1.906733 | 9.5895 | up | zinc finger protein CONSTANS-LIKE 15 |
| Unigene0035118 | 3.8895 | 25.40467 | up | zinc finger protein CONSTANS-LIKE 15 |
| Unigene0025406 | 149.9579 | 28.9243 | down | zinc finger protein CONSTANS-LIKE 2 |
| Unigene0027332 | 152.9907 | 65.17177 | down | zinc finger protein CONSTANS-LIKE 9-like |
| Unigene0028118 | 248.362 | 76.02927 | down | zinc finger protein CONSTANS-LIKE 4 |
| Unigene0029386 | 134.6283 | 18.51783 | down | zinc finger protein CONSTANS-LIKE 2 |
| Unigene0030366 | 19.68613 | 5.715667 | down | zinc finger protein CONSTANS-LIKE 14 isoform X2 |
| Unigene0034031 | 13.20053 | 3.434533 | down | zinc finger protein CONSTANS-LIKE 16 |
| Unigene0034048 | 119.6957 | 45.3622 | down | zinc finger protein CONSTANS-LIKE 13 isoform X1 |
| Unigene0035131 | 32.49693 | 2.677033 | down | zinc finger protein CONSTANS-LIKE 6-like |
| Unigene0043102 | 60.54423 | 20.04363 | down | zinc finger protein CONSTANS-LIKE 5 |
| Unigene0050191 | 16.53933 | 5.908433 | down | zinc finger protein CONSTANS-LIKE 5 |
| FT gene | | | | |
| Unigene0001751 | 2.422633 | 5.448933 | up | flowering locus T |
| Unigene0005649 | 0.150267 | 6.409367 | up | flowering locus T |
| **Gene ID** | **L0 rpkm** | **L1 rpkm** | **up or down** | **function** |
| CO gene | | | | |
| Unigene0023462 | 0.491167 | 3.625 | up | zinc finger protein CONSTANS-LIKE 6 |
| Unigene0027129 | 1.44 | 9.5895 | up | zinc finger protein CONSTANS-LIKE 15 |
| Unigene0035118 | 7.1763 | 25.40467 | up | zinc finger protein CONSTANS-LIKE 15 |
| Unigene0025406 | 66.03707 | 28.9243 | down | zinc finger protein CONSTANS-LIKE 2 |
| Unigene0029386 | 71.0612 | 18.51783 | down | zinc finger protein CONSTANS-LIKE 2 |
| Unigene0030366 | 19.58523 | 5.715667 | down | zinc finger protein CONSTANS-LIKE 14 isoform X2 |
| Unigene0035131 | 14.9491 | 2.677033 | down | zinc finger protein CONSTANS-LIKE 6-like |
| FT gene | | | | |
| Unigene0002836 | 0.001 | 2.429767 | up | FT-interacting protein 1 |
| Unigene0006372 | 0.001 | 2.0228 | up | FT-interacting protein 1 |
| Unigene0025249 | 0.001 | 1.940967 | up | FT-interacting protein 1 |
| Unigene0038103 | 1.371767 | 10.13167 | up | FT-interacting protein 1 |
| Unigene0042376 | 0.258433 | 8.6344 | up | FT-interacting protein 1 |
| Unigene0045680 | 10.5155 | 46.86363 | up | FT-interacting protein 1 |
| Unigene0025148 | 3.187833 | 0.839333 | down | FT-interacting protein 1 |

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 11 — Additional file 11: Supplemental S11. Three main TFs involved in pitaya flowering stage.

Supplemental S11 Three main TFs involved in pitaya flowering stage

| **Gene ID** | **NL rpkm** | **L0 rpkm** | **up or down** | **function** |
| --- | --- | --- | --- | --- |
| CDF | | | | |
| Unigene0033003 | 27.3217 | 8.099567 | down | cyclic dof factor 2 |
| Unigene0031426 | 85.15217 | 35.44767 | down | cyclic dof factor 1 |
| **Gene ID** | **NL rpkm** | **L1 rpkm** | **up or down** | **function** |
| CDF | | | | |
| Unigene0006016 | 0.399733 | 5.343767 | up | dof zinc finger protein DOF1.5-like |
| Unigene0029432 | 0.2407 | 4.818767 | up | cyclic dof factor 2 |
| Unigene0026114 | 26.6774 | 11.26 | down | cyclic dof factor 3-like |
| Unigene0031426 | 85.15217 | 14.87807 | down | cyclic dof factor 1 |
| Unigene0033003 | 27.3217 | 6.380667 | down | cyclic dof factor 2 |
| MADS-box | | | | |
| Unigene0018425 | 0.2315 | 1.668767 | up | agamous-like MADS-box protein AGL16 |
| Unigene0021927 | 0.7743 | 4.316467 | up | agamous-like MADS-box protein AGL9 homolog |
| Unigene0025394 | 0.870533 | 5.236733 | up | agamous-like MADS-box protein AGL12 |
| Unigene0037726 | 0.775733 | 12.987 | up | MADS-box transcription factor 23-like |
| Unigene0047376 | 0.560033 | 2.319367 | up | Agamous-like MADS-box protein AGL8 |
| Unigene0022108 | 0.200367 | 1.516733 | up | floral homeotic protein AGAMOUS-like |
| Unigene0027094 | 19.5641 | 9.1122 | down | agamous-like MADS-box protein AGL19 |
| TCP | | | | |
| Unigene0005880 | 3.9476 | 18.5369 | up | transcription factor TCP15 |
| Unigene0009351 | 0.9384 | 9.448333 | up | transcription factor TCP4 |
| Unigene0025734 | 0.4759 | 7.736333 | up | transcription factor TCP18 |
| Unigene0028812 | 2.652833 | 13.84017 | up | transcription factor TCP14 |
| Unigene0030793 | 6.8182 | 15.31663 | up | transcription factor TCP9 |
| Unigene0033768 | 0.001 | 5.124867 | up | transcription factor TCP4 |
| **Gene ID** | **L0 rpkm** | **L1 rpkm** | **up or down** | **function** |
| CDF | | | | |
| Unigene0006016 | 0.226167 | 5.343767 | up | dof zinc finger protein DOF1.5-like |
| Unigene0029432 | 0.608433 | 4.818767 | up | cyclic dof factor 2 |
| Unigene0031426 | 35.44767 | 14.87807 | down | cyclic dof factor 1 |
| MADS-box | | | | |
| Unigene0027094 | 20.49717 | 9.1122 | down | agamous-like MADS-box protein AGL19 |
| Unigene0037726 | 3.471367 | 12.987 | up | MADS-box transcription factor 23-like |

# Supplementary material for: Transcriptomic analysis of flower induction for long-day pitaya by supplementary lighting in short-day winter season
**Source:** BMC Genomics. 2020 Apr 29;21:329. doi: 10.1186/s12864-020-6726-6
**Supplement:** Supplementary file 12 — Additional file 12: Supplemental S12. A flowchart of the RNAseq process.

Supplemental S12 A flowchart of the RNAseq process

How the deposited data were processed for this re-analysis (not part of the article)

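RNA of pitaya plants was sequenced at 4 stages, of which NL (no supplementary light) and L2 (1 week after the bud stage under 5 h of light per night) were used here, with 3 libraries per stage. The authors assembled the reads de novo with Trinity and mapped clean reads to the unigenes with Bowtie2, and the paper's text names no tool for counting reads and no test for differential expression. The authors deposited RPKM values per library, rounded to 4 decimals, and mean RPKM values per stage, in which 0.001 stands where all 3 libraries were 0. The authors also deposited the mean read count of each stage, which was not normalized. These values resemble expected counts in that they are not whole, but 3 times each of the deposited means is whole. The deposited log2 ratio was computed by the authors as the ratio of the mean RPKM of L2 to that of NL, which was checked on every gene. The deposited p-value and FDR are those of the authors' own test. Their table lists the 11051 genes with an FDR of at most 0.05 and an absolute log2 ratio of at least 1. Every column with a value per library was used, and L0 and L1 were not analysed here.

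The reads per library, the library totals and the unigene lengths were recovered from the RPKM values and mean counts. Totals were 3860701 to 5269237 reads in NL and 5803177 to 7533457 reads in L2, and unigene lengths were 202 to 36165 nt (median 1362). For a stage without reads a lower bound is given against a floor of 3 reads over the stage. For 1 to 3 reads a 95% exact (Clopper-Pearson) interval of the ratio of summed reads per library total is given beside the ratio of mean RPKM. Shares of pathways carry 95% Wilson intervals. These cover counting error only. On 4000 simulated genes all reads were recovered.

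The stages were compared per gene with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1), with the trend option, two-sided, with Benjamini-Hochberg adjustment over the 11051 listed genes. As alternatives, edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 were run on the recovered reads. Other alternatives were log2(RPKM + 1), log2(RPKM + 0.01), a filter of RPKM of at least 1 in at least 3 libraries, the replicate number as a block, and leaving out each library. The edgeR test with library totals only, and the counts of DEGs with DESeq2's size factors, were added after the data had been seen. On simulated reads of NL and L2 with 200 of 11051 genes changed 3-fold, limma recovered 86% with 10 false calls, edgeR 94% with 9 and DESeq2 88% with 3. In this simulation most genes were unchanged and equal numbers went up and down, unlike the listed genes. The rates therefore do not carry over to the tests on called genes. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

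Correlations were Pearson's r across the listed genes on RPKM. The 20 gene families were taken by words in the annotations, after species names in brackets and the word PREDICTED were removed. The median log2 ratio of a family was set beside those of 10000 random lists of listed genes of the same size, matched in 20 bins of mean log2(RPKM + 0.1). In a simulated test a planted list of 40 genes reached percentile 100, and 40 unchanged lists had a median percentile of 52.7. KEGG pathways were described by their up-regulated share where at least 20 genes were listed. GO and KEGG enrichment was not tested, since the table holds called genes only. Upper quartile scaling divided the RPKM of each stage by its upper quartile over the listed genes.

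The genes named in the text are those that the paper names in its text, Table 3, Fig. 5 or Supplementary files S9 to S11, whose NL, L0 and L1 values in the paper had been seen. To these were added the 5 up-regulated and 5 down-regulated annotated genes with the largest absolute log2 ratio among genes with a mean RPKM of at least 1 in both stages and no overlap between the libraries of the stages. The 3 annotated genes with the highest RPKM in each stage were added as well. Of the 114 genes named in the paper, 88 were listed and 26 were not. Other genes were chosen after their values were seen, where the text says so.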

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

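Apart from Unigene0019970 and Unigene0021927, the genes below lie outside those that the paper discusses, and each is above the floor of 3 reads in L2 or, for the genes that fell, in NL. The test of a single deviating library for Unigene0031775, the test of dilution on photosynthesis genes of higher RPKM, whose set and measure were changed after earlier results, and the test of their fall relative to other genes were chosen only after the result was seen. The Kunitz genes were first taken by the words trypsin inhibitor, which also matched other proteins, and were then restricted to the word Kunitz. Apart from these 2 genes, the Kunitz trypsin inhibitor genes, Unigene0037309 and the genes of the photosynthesis and MADS-box families as sets, the genes were chosen after their values were seen.

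Unigene0031775, which has no annotation, had the highest RPKM of the listed genes in L2. Its RPKM was 462 ± 101 (SD, n = 3) in NL and 20002 ± 6859.9 in L2, a log2 change of 5.41 (standard error 0.41, adjusted p = 5.09e-05 from limma). It took 1.02% of the reads of L2 and 0.0235% of those of NL. With DESeq2's size factors its log2 change was 4.39. The lowest L2 library was 27.7 times the highest NL library, which argues against one deviating library. In all, 22 genes without annotation rose and had an RPKM of at least 100 in L2. Whether it is a transcript of another organism cannot be told apart from a pitaya gene that rose, as no sequence was at hand and many unannotated genes rose. The stage and the tissue of L2 stay open as well, untested.

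Unigene0049204 and Unigene0049206, both annotated as kunitz trypsin inhibitor 2, had the highest RPKM of annotated genes in L2, at 12439 ± 3038 (SD, n = 3) and 2158 ± 459, with log2 changes of 2.63 and 2.14 in limma. The standard errors were 0.43 and 0.26, and the adjusted p was 8.30e-04 and 2.18e-04. Unigene0037309, the next annotated gene in L2 at 2033 ± 263, had fallen. The size of each change is uncertain, as the Kunitz genes may share reads. Their summed CPM rose from 1184 ± 86.3 (SD, n = 3) in NL to 6415 ± 1485 in L2, a log2 ratio of 2.44, which reads moving between copies does not give. Under every alternative both genes passed in the same direction. A response of the stage to light or to bud growth is a hypothesis that was not tested.

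All 41 listed genes annotated with chlorophyll a-b binding protein or photosystem were down-regulated in L2, with a median log2 change of -2.51, and 38 of them passed in limma. Upper quartile scaling left 41 down-regulated, but it lowers every ratio, as DESeq2's size factors do, so this could not come out otherwise. Whether another scaling would change the sign stays open. One factor per stage moves every gene alike, whereas the median of these genes lay at percentile 0 of the random lists, which argues against scaling as the cause of their fall relative to the other listed genes. A uniform dilution of green tissue would lower every gene by the same factor. The SD of the log2 changes over the 41 genes was 1.37, above the largest standard error (1.32) but below the limit of 2 times it that was used for this test. Among the 29 genes with a mean RPKM of at least 10, the SD was 0.752, again below 2 times the largest standard error (0.487), which left the question open. The median standard error was 0.292 and the changes ranged from -3.58 to -1.22. By another measure, taken after both of these results were seen, the mean squared distance from their common change was 6.85 times the squared standard error, where chance stays below 1.48 in 95% of cases for independent genes. This measure argues against dilution by one factor as the whole cause. Of 593 other genes annotated as chloroplastic, 66.8% were down-regulated (95% Wilson interval 62.9% to 70.5%), against 36.6% of all listed genes. The fall was thus not confined to the 41 genes. Other photosynthesis genes were not removed from the 593, so a fall outside photosynthesis was not shown. According to the paper, each sample was the top 10 cm of a stem, with 2 cm of tissue around a thorn base. Bud size was matched by eye, and the share of bud tissue in L2 is not given. A different mix of tissue in NL and L2 therefore stays open as well. As a hypothesis, the L2 samples may hold tissue with less developed chloroplasts.

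Genes annotated as regulators of floral organ identity rose in L2. The log2 changes in limma were 6.32 for Unigene0027919 (AGAMOUS), 7.10 for Unigene0047374 and 5.79 for Unigene0047379 (both MADS-box protein CMB1). Each had at least 1 NL library without reads, so the size depends on the pseudocount and on single libraries. Without NL replicate 1 the changes were 4.92, 5.63 and 4.98, without NL replicate 2 they were 7.12, 8.38 and 7.39, and without NL replicate 3 they were 6.91, 7.30 and 4.98. DESeq2 gave 4.53, 4.87 and 3.26. Unigene0003257 (AGL11) had no read in NL and was at least 76.9-fold higher in L2. With Unigene0021927, which the paper names, and Unigene0023390 (both AGL9 homologs), the smallest log2 ratio of the lowest L2 library to the highest NL library was 1.20, which argues against one deviating library. Unigene0047379 and Unigene0023390 did not pass with DESeq2's size factors (adjusted p = 0.0971 within a range of 1.50e-04 to 0.0971 over the alternatives, and 0.0648 within 3.98e-04 to 0.0648). Of the 15 listed MADS-box and floral homeotic genes 11 were up-regulated, with a median log2 ratio of 3.37, or 2.17 with DESeq2's size factors. Reads shared between the copies of CMB1 stay open for the size of each change. A hypothesis is that the rise reflects the floral organs forming 1 week after the bud stage, which may differ in their share between samples.

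Unigene0000385, annotated as flowering locus T-like protein, was counted with 2 reads in NL and 33 in L2, a ratio of 10.7 with a 95% exact interval of 3.01 to 101. Its adjusted p was 0.0101 in limma, 0.0552 in edgeR with TMM and 0.159 in DESeq2, with a range of 0.00192 to 0.159 over the alternatives. Both NL reads came from NL replicate 2, and without it the gene was at least 8.39-fold higher, while without NL replicate 1 or 3 the ratio was 7.11. The HD3a-like gene Unigene0019970 changed in the opposite direction. The summed CPM of these genes fell from 23.0 ± 6.96 (SD, n = 3) in NL to 1.84 ± 1.14 in L2, a log2 ratio of -3.64, which reads moving from one gene to the other does not give. The low number of reads limits what can be said of Unigene0000385.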

How the results depend on the processing

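The edgeR test with library totals only, and the counts of DEGs with DESeq2's size factors, were chosen only after the data had been seen. For values changed by a stricter threshold or filter, fewer genes are left by construction. For the other changes below the cause was not tested, except where it is given.

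The counts of DEGs stayed within 1.5 times the 7010 up-regulated and 4041 down-regulated genes with an FDR of at most 0.01, RPKM of at least 1 in at least one stage, pseudocounts of 1 and 0.1, and annotated genes only. They fell to 4523 and 2502 with an FDR of at most 0.001, to 4057 and 2468 with an absolute log2 ratio of at least 2, and to 4290 and 2619 with an RPKM of at least 1 in both stages. Upper quartile scaling, which shifts the log2 ratios by 0.52, gave 5319 and 4041 (56.8% up-regulated). DESeq2's size factors gave 3907 and 4041 (49.2% up-regulated). Both scalings lower every ratio, and genes outside the list cannot enter. The down-regulated count therefore could not change, and the up-regulated share could only fall.

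In the per-gene test, limma passed 10974 genes, of which 63.5% were higher in L2. The count was 11025 with log2(RPKM + 1), 10553 with log2(RPKM + 0.01), 10367 of 10441 genes with the filter on RPKM and 10894 with the replicate number as a block. The numbers on the libraries pair no plants, and the deviations of libraries of the same number correlated by 0.0336 to 0.0931 across genes. Leaving out each library in turn gave 10165 to 10529 genes, of which 6335 to 6729 were higher and 3742 to 3848 were lower in L2. In edgeR with TMM 8309 genes passed, 4268 of them higher in L2 (51.4%). In DESeq2 6800 genes passed, 2779 of them higher in L2 (40.9%). As edgeR with library totals only passed 11051 genes with 7010 higher in L2, the factors account for the change in edgeR.

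The correlations moved in each alternative, but every pair of replicates stayed above every pair across stages. The lowest within NL was 0.947 with log2(RPKM + 1), 0.926 with Spearman's rho and 0.979 without the 10 genes of highest mean RPKM. The lowest within L2 was 0.938, 0.924 and 0.924, and the highest between NL and L2 was 0.520, 0.464 and 0.359, in the same order.

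Of the genes of Fig. 5, 63 changed in the direction given by the paper. This was 49 with an absolute log2 ratio of at least 2, 62 with a pseudocount of 1, 59 with upper quartile scaling and 37 with an RPKM of at least 1 in both stages. The gene families with a positive median stayed within 1.5 times their number in each alternative. Of the single families, sucrose or starch reversed to -0.046 with an FDR of at most 0.001, where fewer of its genes are left, and 7 others moved. With a pseudocount of 1, 12 of the 20 families moved, such as auxin from 3.08 to 1.84, MADS-box from 3.37 to 2.26 and cell wall from 3.21 to 1.99. Of the single pathways, 5 of the 29 that held enough genes moved with an absolute log2 ratio of at least 2, and ribosome fell from 79.2% to 47.8% up-regulated.

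Of the 113 named genes, Unigene0001751 reversed to -0.067 in DESeq2, a change smaller than the shift of its factors. Calls were lost for 12 genes in edgeR with TMM, for 20 in DESeq2 besides Unigene0001751, for 3 with log2(RPKM + 0.01) and for 1 with the replicate block. Leaving out a library cost 1 to 4 calls, and these were of Unigene0001751, Unigene0053090, Unigene0025734, Unigene0030793, Unigene0047376 and Unigene0012821. The log2 ratios of 31 genes with a pseudocount of 1 and of 36 genes with upper quartile scaling moved by more than the spread between replicates, without a change of sign. Depth limits genes with few reads most. The 2786 listed genes with the fewest reads had a median of 5.83 reads per library.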

Differences from the paper's values

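No test was chosen after a result was seen in this part. For the CONSTANS-LIKE gene Unigene0050191, Supplementary file S10 gives the paper's value of 16.5 RPKM in NL, whereas the mean of the 3 NL libraries was 5.91 ± 1.89 (SD, n = 3). The paper's value for L1 in the same place is 5.91, equal to the mean of the NL libraries. Of the alternatives set before the data were examined, leaving out an NL library changes this mean, to 5.21 without NL replicate 1, 5.53 without NL replicate 2 and 6.99 without NL replicate 3, and each still differs. Upper quartile scaling puts the values on another scale and was not set beside the paper's value. The paper states that this gene was down-regulated in L1 compared with NL. As the printed L1 value equals the NL mean, that direction is uncertain, and the L1 libraries were not analysed here. In L2 the gene rose to 25.1 ± 5.57, a log2 change of 2.10 (standard error 0.32, adjusted p = 5.61e-04 from limma). The NL values of the other 53 genes of Supplementary files S9 to S11 that are listed for NL and L2 equal the mean of the NL libraries within 0.001.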

Other observations

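The test on the share of reads outside the list, the test of the time of day and the test of the clock genes relative to other genes were chosen only after the result was seen.

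More of the listed genes were up-regulated than down-regulated in L2. Deeper L2 libraries would favour genes with few reads. Among the 2766 listed genes with the most reads 63.0% were up-regulated, which argues against this. A few abundant genes that take the reads of one stage would change the share left for the genes outside the list. The log2 ratio of that share, L2 over NL, was 0.076, which argues against an effect large enough to explain the excess of up-regulated genes, though genes close to the threshold may cross it. Of the 10 splits of the libraries into 3 and 3, 1 gave as many genes in limma as the real one, which is the real one itself, and the others gave 0 to 9 genes. The list was made on the real split, so these counts follow from how its genes were chosen. They cannot exclude chance. With 10 splits the best possible outcome is 1 of 10, so counting splits could not exclude it for any list. With DESeq2's size factors 49.2% of the genes still called were up-regulated. These factors lower every ratio and assume that most genes are unchanged, which a list of called genes does not meet. Whether scaling between the stages gives the excess therefore stays open. The total RNA per cell in each stage was not measured and stays open as well.

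The up-regulated share rose with unigene length, from 50.6% for 202 to 467 nt to 71.2% for 2440 to 3150 nt, and was 66.2% for longer ones (Spearman's rho of length and direction across genes 0.119). If longer unigenes rose because they carry more reads, the trend would vanish among genes with many reads. Among the 2766 genes with the most reads rho was 0.0464, below the limit of 0.05 used for this test. The number of reads therefore cannot be told apart from other causes of the trend, as the remaining rho is small. Short fragments without annotation would leave no trend among annotated genes, where rho was 0.0563. This argues against such fragments as the whole cause, but only just, and no biological explanation was tested.

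The fall of clock genes in L2 was tested against the time of day, as a shift would move morning and evening genes apart. The 4 genes of the morning group (CCA1, REVEILLE 1 and APRR9) all fell, with a median log2 change of -2.32. In the evening group of 4 genes, GIGANTEA, EARLY FLOWERING 3 and EARLY FLOWERING 4 fell and APRR1 rose, with a median of -2.74. Sampling at another hour cannot be told apart from an effect of the stage, as the hour of each collection is not given and both groups are small. Upper quartile scaling left 92.9% of the clock genes down-regulated, but as it lowers every ratio this could not come out otherwise, and the sign under another scaling stays open. Their median lay at percentile 0.07 of the random lists, which argues against one factor per stage as the cause of their fall relative to the other listed genes.

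Genes that the paper reports for L0 or L1 had the following values in L2. Unigene0002396 (phytochrome B) fell by 1.54 on the log2 scale, from 11.0 ± 2.46 (SD, n = 3) to 3.68 ± 0.717 RPKM. The LEAFY homolog Unigene0024655 and the flowering-promoting factor Unigene0023129 had no reads in NL and were at least 5.63-fold and at least 40.6-fold higher in L2. Unigene0024655 did not pass in DESeq2, and its bound was 3.74 without L2 replicate 3. Unigene0045587 (FPA) fell by 4.12 and Unigene0049096 (FCA) rose by 1.17, and Unigene0049096 did not pass in edgeR with TMM or in DESeq2. The CDF genes Unigene0033003, Unigene0031426 and Unigene0026114 fell by 3.42, 4.57 and 1.97, and Unigene0029432 rose by 4.25. Without L2 replicate 2 the change of Unigene0033003 was -4.01. All 6 NL reads of Unigene0029432 came from NL replicate 3, and its size is uncertain, as its change was 5.26 without that library and 2.74 in DESeq2. Unigene0046195 (beta-glucosidase) rose by 5.36.

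Of the genes that the text names for sucrose synthesis, Unigene0031088 and Unigene0044754, annotated as sucrose synthases, rose by 2.47 and 2.16 on the log2 scale. For the sucrose synthase Unigene0009228 2 reads were counted in NL and 108 in L2, a ratio of 44.0 with a 95% exact interval of 10.4 to 322. Both NL reads came from NL replicate 3, and without it the gene was at least 25.4-fold higher. Unigene0006689 had no reads in NL and was at least 12.2-fold higher, or at least 6.59-fold without L2 replicate 3. The genes Unigene0045801, Unigene0047216, Unigene0050048 and Unigene0053090 are annotated as starch synthases and fell by 1.69, 4.45, 2.16 and 1.83. The adjusted p of Unigene0053090 in limma was 0.0549 without NL replicate 2, 0.0512 without NL replicate 3, 0.0703 without L2 replicate 1 and 0.0662 without L2 replicate 2, with a range of 1.55e-04 to 0.0703 over the alternatives. Its log2 change was -2.44 without L2 replicate 3.

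Among other families, 34 of 40 genes named cyclin, 43 of 52 named kinesin and 53 of 60 named cellulose synthase, pectin or expansin were up-regulated in L2, with median log2 ratios of 2.20, 2.48 and 3.21, or 1.13, 1.36 and 2.16 with DESeq2's size factors. Of 49 heat shock genes 31 were down-regulated, with a median of -1.75. Of 20 genes named sucrose or starch, 11 were up-regulated, and their median of 1.02 became -0.058 with DESeq2's size factors. The paper normalized its quantitative PCR to UBQ, and which unigene its primers amplify was not examined here. That PCR compared NL with L0, NL with L1 and several tissues, so the values of L2 here do not test it. Ubiquitin genes that were not called are outside the list. Of the 7 listed genes annotated as ubiquitin or polyubiquitin, 5 fell and 2 rose in L2, and these 2 also rose after upper quartile scaling and with DESeq2's size factors, which lower every ratio. The log2 changes in limma were -1.36 for Unigene0009965, 2.14 for Unigene0035604, -1.47 for Unigene0036793, 1.23 for Unigene0038947, -3.33 for Unigene0050864, -1.58 for Unigene0050866, -1.48 for Unigene0051837. Apart from Unigene0009965 these genes were chosen after their values were seen.

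The libraries of a stage differed by more than sampling of reads gives. Over genes with at least 10 reads in a pair of replicates, the mean chi-square per gene, which is 1 for sampling alone, was 5.17 to 10.6 in NL and 16.7 to 20.7 in L2. Each library pooled different plants, so values above 1 include differences between plants. The measure also grows with the number of reads, so the larger values in L2 do not show a larger spread there.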
